# Metabolite and transcript profiling of Guinea grass (*Panicum maximum* Jacq) response to elevated [CO_2_] and temperature

**DOI:** 10.1007/s11306-019-1511-8

**Published:** 2019-03-25

**Authors:** Jessica M. Wedow, Craig R. Yendrek, Tathyana R. Mello, Silvana Creste, Carlos A. Martinez, Elizabeth A. Ainsworth

**Keywords:** *Panicum maximum*, Metabolomics, Transcriptomics, Elevated temperature, Elevated CO_2_

## Abstract

**Introduction:**

By mid-century, global atmospheric carbon dioxide concentration ([CO_2_]) is predicted to reach 600 μmol mol^−1^ with global temperatures rising by 2 °C. Rising [CO_2_] and temperature will alter the growth and productivity of major food and forage crops across the globe. Although the impact is expected to be greatest in tropical regions, the impact of climate-change has been poorly studied in those regions.

**Objectives:**

This experiment aimed to understand the effects of elevated [CO_2_] (600 μmol mol^−1^) and warming (+ 2 °C), singly and in combination, on *Panicum maximum* Jacq. (Guinea grass) metabolite and transcript profiles.

**Methods:**

We created a de novo assembly of the *Panicum maximum* transcriptome. Leaf samples were taken at two time points in the Guinea grass growing season to analyze transcriptional and metabolite profiles in plants grown at ambient and elevated [CO_2_] and temperature, and statistical analyses were used to integrate the data.

**Results:**

Elevated temperature altered the content of amino acids and secondary metabolites. The transcriptome of Guinea grass shows a clear time point separations, with the changes in the elevated temperature and [CO_2_] combination plots.

**Conclusion:**

Field transcriptomics and metabolomics revealed that elevated temperature and [CO_2_] result in alterations in transcript and metabolite profiles associated with environmental response, secondary metabolism and stomatal function. These metabolic responses are consistent with greater growth and leaf area production under elevated temperature and [CO_2_]. These results show that tropical C_4_ grasslands may have unpredicted responses to global climate change, and that warming during a cool growing season enhances growth and alleviates stress.

**Electronic supplementary material:**

The online version of this article (10.1007/s11306-019-1511-8) contains supplementary material, which is available to authorized users.

## Introduction

Atmospheric carbon dioxide concentrations ([CO_2_]) have risen by 40% since pre-industrial times, with approximately half of that increase within the past 40 years. The International Panel on Climate Change (IPCC) has predicted that [CO_2_] will rise to 600 ppm and mean global temperature will increase 1.1 to 2.6 °C by the end of the century, with a moderate climate change projection scenario (IPCC 2014). Although the combined effects of rising atmospheric [CO_2_] and rising temperatures have been studied in field experiments in temperate forests (Sun et al. 2017; Svensson et al. 2018), croplands (Ruiz-Vera et al. 2015; Cai et al. 2016), and grasslands (Ryan et al. 2015), there have been fewer field studies of the combined effects of rising [CO_2_] and temperature in tropical and sub-tropical ecosystems. Differences in climate and nutrient limitation in tropical regions may fundamentally alter how tropical ecosystems respond to global climate change compared to well-studied temperate ecosystems (Leakey et al. 2012). Therefore, the paucity of data from tropical regions presents a significant challenge for an accurate understanding of global responses to climate change. Adding to this challenge is the realization that responses of vegetation to combined elevated [CO_2_] and temperature treatments are different from single-factor experiments, and that additive effects are rare (Dieleman et al. 2012). Thus, there is a need for multi-factor global change experiments, especially in tropical regions.

Pastures cover about 30% of the terrestrial surface in tropical regions and play an important role in carbon sequestration (Boval and Dixon 2012; Ramankutty et al. 2008). In tropical regions, C_4_ grasses dominate those pastures (Still et al. 2003). *Panicum maximum Jacq.* (Guinea grass) is a perennial C_4_ grass species native to tropical Africa, which has been adapted in Brazil as a forage and range grass (Pedreira et al. 2015). Approximately 90% of Brazilian cattle are raised on pasture land (Cardoso et al. 2016), and perennial C_4_ grasses such as Guinea grass are principle species for the Brazilian feedstock industry. Despite the economic importance of Guinea grass to this industry, very little is known about how it and other C_4_ forage grasses will respond to rising atmospheric [CO_2_] and temperature. To address this knowledge gap, a Temperature Free Air CO_2_ Enrichment (T-FACE) experiment was established in Ribeirão Preto, Brazil to expose Guinea grass to elevated [CO_2_] (600 ppm) and increased canopy temperatures of 2 °C (Britto de Assis Prado et al. 2016).

‘Omic’ technologies including transcriptomics and metabolomics provide a functional analysis to connect physiological and molecular responses to genetic and phenotypic information (Langridge and Fleury 2011). Such technologies can be used to better understand the mechanisms underpinning plant responses to global climate change and can reveal targets for improving plant performance in the future. In recent years there has been an increasing number of studies investigating transcriptomic and metabolomic responses of C_4_ grasses to a variety of abiotic stresses imposed in greenhouses and/or chambers (e.g., Sicher et al. 2012; Meyer et al. 2014; Sui et al. 2015; Toledo-Silva et al. 2013). However, there is an increasing need to investigate and understand plant transcriptional and metabolic responses to global change or abiotic stress in the field where responses can be dramatically different from controlled environments (Lovell et al. 2016). The combined use of FACE and ‘omic’ technologies provides a powerful approach for gaining new insight into plant molecular responses to global climate change in the field. Combining metabolomic and transcriptomic studies allowing for a holistic view of the plant’s response to stress.

Our study combines the power of FACE experiments for growing plants under elevated [CO_2_] and temperature in fully open-air conditions with transcriptomic and metabolomics profiling. The aims are to (1) understand the biochemical responses of Guinea grass to rising [CO_2_] and temperature when applied individually and in combination; (2) understand how gene expression is altered in each treatment; and (3) integrate the metabolomic and transcriptional responses.

## Methods

### Experimental design and tissue collection

The field experiment was conducted in a 2500 m^2^ field at the University of São Paulo in Ribeirão Preto, São Paulo Brazil. Guinea grass was planted in a completely replicated design with 4 ambient temperature and [CO_2_] plots (C), 4 elevated [CO_2_] (600 μmol mol^−1^) and ambient temperature plots (eC), 4 ambient [CO_2_] and elevated temperature [+ 2 °C] plots (eT), and 4 combined treatment (elevated [CO_2_] and elevated temperature) plots (eCeT). Each plot was 2-m in diameter; [CO_2_] was controlled using Free Air CO_2_ Enrichment, and canopy warming was provided by infrared ceramic heaters as described by Britto de Assis Prado et al. (2016). Treatment was started on April 22, 2014.

Leaf tissue was collected for transcriptomic and metabolomics analysis on two dates: May 22, 2014 (time point A—30 days of treatment), and June 14, 2014 (time point B—50 days of treatment). Six leaves per experimental plot were collected at each time point and then pooled for RNA extraction and metabolomics analysis. At the time of sampling, tissue was immediately quenched in liquid nitrogen. RNA was extracted in Brazil using the protocol described by Bilgin and colleagues (Bilgin et al. 2009), and subsequently shipped in ethanol to the U.S. for transcriptomic analysis. Lyophilized leaf tissue from the same leaves was sent for metabolite analysis. Leaves were sampled for biomass, area, and specific leaf area on August 22 and 29th, 2014 from 60 tillers per treatment as described by Britto de Assis Prado et al. (2016).

### Transcriptional analysis

RNA samples that were shipped from Brazil were re-suspended by washing with sodium acetate (pH 5.5) and glycerol. RNA quantity and quality were re-assessed using a spectrophotometer (Nanodrop 1000, Thermo Fisher) and microfluidic visualization tool (Bioanalyzer, Agilent Technologies). 32 samples (16 per time point including 4 from each [CO_2_] and temperature treatment) were submitted for library construction and sequencing at the Roy J. Carver Biotechnology Center at the University of Illinois, Urbana-Champaign. RNAseq libraries were prepared with Illumina’s TruSeq Standard RNA sample prep kit according to the manufacturer’s instruction (Illumina, San Diego, CA, USA). No public reference genome for Guinea grass was available at the time of the sequencing. Therefore, a combination of MiSeq and HiSeq was used to generate sequences of different lengths for de novo genome assembly.

For MiSeq analysis, 50 µg of total RNA per sample was pooled for library preparation without RNA fragmentation. The MiSeq library was quantified by qPCR and sequenced on one MiSeq flowcell for 301 cycles using paired-end sequencing. HiSeq paired-end sequencing was done with four quantified libraries per treatment which were pooled in equimolar concentration and sequenced on two lanes for 161 cycles. The final read lengths for MiSeq and HiSeq were 300 nt and 160 nt in length. A total of 635,649,277 reads were assembled from the MiSeq/HiSeq pools. Quality control for reads generated from sequencing was performed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Quality reads were used to perform de novo transcriptome assembly using Trinity. The initial assembly consisted of 187,216 genes. A filter was applied to keep only those genes that had at least 10 reads (across the 4 replicates) for an individual treatment. The resulting transcriptome contained 45,073 genes and reads. Functional annotation of the genes was done by using BLAST against *Arabidopsis thaliana*, *Zea mays*, and *Setaria italica*.

Differential gene expression analysis was performed using the R package, LIMMA (Ritchie et al. 2015). Within each time point, individual experimental treatments were compared to the control (ambient [CO_2_], ambient temperature). Following post ‘voom’ normalization, extreme outliers were removed, and 39,208 genes were assessed for differential expression analysis. Final normalized reads were log2 transformed for differential gene expression analysis. DESeq 2 (Love et al. 2014) was also run for comparison with the LIMMA approach and results were found to be similar but less conservative (Supplemental Fig. 1). A classical multidimensional scaling plot (MDS) was created using R base package with normalized and transformed reads. MDS plots were used to probe the relationships among samples in multidimensional space using a dissimilarity measure of each pairwise comparison.

### Metabolic profiling by GC–MS

Untargeted metabolite analysis was performed with pre-weighed lyophilized tissue (12.67–19.93 mg, average 16.93 ± 1.92 mg) according to protocol described in Ulanov and Widholm (Ulanov and Widholm 2010). For quality control (QC) 10 µl of leaf extract was taken from each sample and pooled, then run and analyzed after every 9 biological samples. Samples and QC were dried under vacuum and derivatized with 75 µl methoxyamine hydrochloride (Sigma-Aldrich, MO, USA) (40 mg ml^−1^ in pyridine) for 90 min at 50 °C, then with 125 μl MSTFA + 1%TMCS (Thermo, MA, USA) at 50 °C for 120 min followed by an additional 2-h incubation at room temperature. An internal standard (30 µL hentriacontanoic acid) was added to each sample prior to derivatization. Samples were analyzed on a gas chromatography/mass spectroscopy (GC/MS) system (Agilent Inc, Palo Alto, CA, USA) consisting of an Agilent 7890 gas chromatograph, an Agilent 5975 mass selective detector, and a HP 7683B autosampler. Gas chromatography was performed on a ZB-5MS capillary column (Phenomenex, Torrance, CA, USA). The inlet and MS interface temperatures were 250 °C, and the ion source temperature was adjusted to 230 °C. An aliquot of 1 µl was injected with the split ratio of 10:1. The helium carrier gas constant flow rate was 2.4 ml min^−1^. The temperature program was: 5 min isothermal heating at 70 °C, followed by an oven temperature increase of 50 °C min^−1^ to 310 °C, and a final 10 min at 310 °C. The mass spectrometer was operated in a positive electron impact mode at 69.9 eV ionization energy in m/z 50–800 scan range. The spectra of chromatogram peaks were compared with electron impact mass spectrum libraries NIST08 (NIST, MD, USA), WILEY08 (Palisade Corporation, NY, USA), and a custom library. To allow comparison among samples, data were normalized to the internal standard (hentriacontanoic acid, SIGMA, USA) and standardized to the dry weight of the individual sample. The chromatograms and mass spectra were evaluated using the AMDIS 2.71 (NIST, Gaithersburg, MD, USA) program, using a custom-built database. All known artificial peaks were identified and removed with prior data mining. The instrument variability was within the standard acceptance limit of 5%.

194 metabolites were identified with GC/MS. Technical replicates were averaged across samples. Normalized data was log10 transformed and univariate analysis was performed using SAS (SAS/STAT v9.4, SAS Institute, Inc.) to identify outliers. The MDS plot was created using R base package with normalized and transformed reads. The transformed and normalized metabolomics dataset was analyzed using a general linear model (ANOVA) with SAS PROC GLM where time point was determined non-significant (p > 0.01) and dropped from the model. Means separation tests were done using a two-tailed Dunnett, comparing each treatment to the control. Metabolites were considered significantly different from control if p < 0.01 (Table 1).

**Table 1:** List of metabolites with significant changes in the experimental treatments (p ≤ 0.01)

Compound	Ambient	Elevated [CO_2_]		Elevated Temperature		Combination	
	Log_2_(x̃) ± SE	Log_2_(x̃) ± SE	Log_2_(FC)	Log_2_(x̃) ± SE	Log_2_(FC)	Log_2_(x̃) ± SE	Log_2_(FC)
1,3-Diaminopropane	9.21 ± 0.27	9.81 ± 0.23	0.60	**10.91 ± 0.13**	***1.70***	9.95 ± 0.24	0.75
1-Benzylglucopyranoside	9.61 ± 0.21	**10.56 ± 0.17**	0.95	**10.89 ± 0.26**	***1.28***	**10.76 ± 0.15**	***1.15***
2-Methylmalic acid	11.27 ± 0.48	**8.25 ± 0.17**	*− 3.02*	9.60 ± 0.17	*− 1.67*	10.30 ± 0.38	*− 0.97*
α-ketoglutaric acid	9.93 ± 0.33	**7.78 ± 0.21**	*− 2.15*	10.57 ± 0.25	0.63	9.21 ± 0.25	*− *0.72
α-tocopherol	10.85 ± 0.23	11.44 ± 0.23	0.59	**12.25 ± 0.30**	*1.41*	**12.43 ± 0.16**	*1.58*
γ-tocopherol	8.48 ± 0.17	8.90 ± 0.14	0.42	**9.12 ± 0.18**	0.64	8.26 ± 0.12	*− *0.22
Arabinose	12.68 ± 0.12	13.21 ± 0.17	0.52	**13.92 ± 0.25**	***1.24***	13.34 ± 0.25	0.65
Arabitol	10.90 ± 0.22	11.61 ± 0.26*	0.71	**11.67 ± 0.14**	0.77	11.02 ± 0.16	0.12
Dehydroascorbic acid	11.54 ± 0.21	11.81 ± 0.14	0.27	**12.57 ± 0.15**	***1.02***	11.71 ± 0.19	0.17
Ethanolamine	14.58 ± 0.15	15.07 ± 0.13*	0.49	**15.23 ± 0.11**	0.65	14.70 ± 0.16	0.12
Fructose	20.19 ± 0.19	20.57 ± 0.21	0.38	**21.27 ± 0.11**	***1.08***	20.38 ± 0.23	0.19
Galactose	15.85 ± 0.18	**16.71 ± 0.21**	0.87	**16.88 ± 0.18**	***1.03***	16.22 ± 0.20	0.37
Gluconic acid	10.03 ± 0.05	10.68 ± 0.23	0.65	**10.98 ± 0.17**	0.95	10.77 ± 0.20	0.74
Glucose	20.55 ± 0.08	21.10 ± 0.21*	0.55	**21.47 ± 0.09**	0.92	20.54 ± 0.23	*− *0.01
Glyceric acid	16.47 ± 0.12	**17.20 ± 0.09**	0.72	**17.25 ± 0.15**	0.78	16.54 ± 0.20	0.07
Inositol	14.78 ± 0.18	15.50 ± 0.19	0.71	**15.83 ± 0.15**	***1.05***	15.47 ± 0.16	0.68
Isoleucine	9.59 ± 0.17	**10.40 ± 0.25**	0.81	**10.75 ± 0.22**	***1.16***	**10.58 ± 0.25**	***0.98***
Leucine	9.45 ± 0.33	10.11 ± 0.11	0.66	**10.95 ± 0.39**	***1.50***	**10.44 ± 0.35**	***0.98***
Maltose	15.06 ± 0.15	15.50 ± 0.14	0.44	**15.74 ± 0.07**	0.68	14.98 ± 0.26	*− *0.08
Melibiose	11.08 ± 0.23	11.91 ± 0.19	0.84	**13.02 ± 0.27**	***1.94***	**12.24 ± 0.37**	***1.17***
Neochlorogenic acid	16.72 ± 0.21	16.96 ± 0.11	0.24	**17.32 ± 0.14**	0.60	17.17 ± 0.13	0.45
O-acetylsalicylic acid	10.73 ± 0.11	11.00 ± 0.12	0.27	**11.79 ± 0.19**	***1.06***	**11.09 ± 0.22**	0.36
Oxalic acid	13.46 ± 0.16	13.54 ± 0.15	0.08	**11.92 ± 0.31**	*− 1.54*	**12.04 ± 0.31**	*− 1.42*
Phenylalanine	9.49 ± 0.13	9.83 ± 0.21	0.34	**10.76 ± 0.36**	***1.27***	**10.81 ± 0.40**	***1.31***
Quinic acid	17.30 ± 0.22	**18.22 ± 0.12**	0.92	**18.14 ± 0.12**	0.84	17.68 ± 0.13	0.39
Ribitiol	10.25 ± 0.25	10.81 ± 0.17	0.55	**11.57 ± 0.21**	***1.32***	10.90 ± 0.22*	0.64
Ribose	14.92 ± 0.17	15.25 ± 0.10	0.33	**15.56 ± 0.12**	0.64	15.13 ± 0.18	0.21
Serine	14.04 ± 0.11	13.92 ± 0.11	*− *0.12	**15.15 ± 0.16**	***1.11***	14.36 ± 0.26	0.32
Sinapic acid	7.30 ± 0.19	7.74 ± 0.15	0.45	**7.99 ± 0.20**	0.69	**7.98 ± 0.18**	0.69
Stigmasterol	11.52 ± 0.14	12.14 ± 0.25	0.62	**12.75 ± 0.22**	***1.23***	12.65 ± 0.15*	***1.13***
Threitol	8.97 ± 0.12	9.28 ± 0.09	0.31	**10.23 ± 0.15**	***1.26***	**9.78 ± 0.16**	0.81
Threonine	11.90 ± 0.29	12.38 ± 0.11	0.46	**13.30 ± 0.12**	***1.38***	12.77 ± 0.26	0.85
Valine	10.57 ± 0.40	11.19 ± 0.15*	0.61	**12.22 ± 0.18**	***1.64***	**11.91 ± 0.26**	***1.34***
Xylose	8.80 ± 0.20	9.71 ± 0.15*	0.91	**10.26 ± 0.26**	***1.46***	**10.08 ± 0.26**	***1.27***

The log_2_ normalized median values ± standard error and log_2_fold change (log_2_(FC)) for each treatment are shown. Metabolites significantly changed are denoted by bold value (*p* ≤ 0.01) or *(*p* ≤ 0.05). Bold italic cells show increased metabolite content and italics represents decreased metabolite content in the treatments

### Weighted gene correlations network analysis (WGCNA)

WGCNA was run separately for each time point (Langfelder and Horvath 2008). A signed network was performed with a power of 8 and 7 for time point A and B respectively. Metabolites were correlated to each module per time point, and physiological data was correlated for time point B. Time point B data did not perform well in the WGCNA network due to the variation within the data, this analysis was dropped. The genes present in each module were correlated with metabolites that were found significant in the ANOVA (p < 0.01), Supplemental File 1 shows the modules with DEG for time point A. The GOSlim-Plant was selected for the gene ontology classification with a Benjamini & Hochberg FDR correction of 0.01 annotated to *Arabidopsis thaliana.*

### Integration of metabolite and transcriptional data

Linear correlation analysis was performed in R, with the significantly differentially expressed transcripts and metabolites from the second time point (B), along with the physiological data collected and previously reported by Britto de Assis Prado et al. (2016). Linear correlation was selected to highlight possible relationships between the metabolite and transcript abundance. Additionally, the approach taken in time point A, using WGCNA, was not appropriate for the second time point because of high variation within replicates of a given treatment and because far fewer transcripts were significantly different among treatments (see results). Correlations with an adjusted *p* value (False Discovery rate) of 0.05 or less, and a correlation coefficient of 0.6 or greater were considered significant in this analysis.

## Results

### Transcriptome analysis

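Leaves were sampled from the 4 plots of each of 4 treatments after 30 days (time point A) and 50 days (time point B, as labelled) of treatment. The treatments were ambient control (C), elevated [CO2] (eC), elevated temperature (eT) and both combined (eCeT). This gave 8 groups of 4 plots and 32 RNA-seq libraries. The authors deposited a table of log2 values, computed as the reads of a transcript plus 0.5, divided by a library size (in units of 1e6) scaled by the TMM method, and a table of FPKM. In the FPKM table 29 columns were used, because the header lines disagree about which library 3 columns of the control hold. In each library the lowest log2 value is that of 0 reads, so the number of reads could be recovered from the others. Up to 1000 reads, which covers 96.22% of the values, 100% came within 0.02 of a whole number. The recovered reads came to between 6148491 and 15638548 per library, with a median of 11445787. At time point A they lay between 10000959 and 12524820 in C (median 11386256) and between 9460823 and 11003411 in eC (median 10245457). They lay between 6148491 and 11553980 in eT (median 10876291) and between 8650485 and 12561618 in eCeT (median 11827456). The range at time point B was between 10895901 and 13363198 in C (median 11535301) and between 10208385 and 12628063 in eC (median 11781085). In eT they lay between 10860852 and 15638548 (median 12880401), and in eCeT between 11252331 and 12838473 (median 11849409). All libraries together held 364353655 recovered reads, which are the reads assigned to the transcripts of the log2 table and not all those that were sequenced. A single transcript, c78052_g1, for which the paper's files give no name, took between 1.66% and 37.5% of a library's reads. Differential expression was tested with limma (moderated over all transcripts, with a trend of the variance on the mean) in 1 model of the 8 groups on the log2 values as deposited, with Benjamini-Hochberg adjustment. Transcripts with an adjusted p under 0.1, the paper's threshold, are called differentially expressed (DEG).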

Sequencing produced a total of 635,649,777 paired-end reads, which were initially assembled into 187,216 contigs. 

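The table of log2 values holds 39208 transcripts, of which 39117 are also in the FPKM table and 91 are not. In recovered reads, 39175 of them reached a sum of 10 reads over the 4 replicates of at least one group. The transcript with the fewest reads reached 8 reads in its highest group.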

Using a filter that kept only transcripts with at least 10 reads across the 4 replicates resulted in a final transcriptome containing 45,073 contigs with an average read length of 400 bp. Annotation of those contigs identified 27,502 unigenes with 11,538 BLASTX hits in the NCBI database. The transcriptome was classified into GO slim terms describing cellular components, molecular functions and biological processes (Supplemental Fig. 2). The highest abundance terms for cellular components, molecular functions, and biological processes were “cell”, “catalytic activity”, and “metabolic process” respectively, which was similar to another *Panicum maximum* transcriptome previously published (Toledo-Silva et al. 2013).

Multidimensional scaling (MDS) analysis of leaf transcripts showed a clear time point separation and clustering of treatments within each time point (Fig. 1a). 

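Over the 39208 transcripts, the first MDS dimension held 19.4% of the squared distances between libraries and the second 6.91%. The time point accounted for 15.8% of the squared distances. No other exchange of the time points within the 16 plots gave more (exact permutation test, p = 3.05e-05, the smallest p that 16 plots allow). Averaged over the treatments, limma called 16940 transcripts between the time points, 9121 higher and 7819 lower at time point B. The count moved most with the FPKM table and a pseudocount of 0.01, an alternative added after the data were seen, which called 11154. Centring every library on its median turned the split of the calls to 7244 higher and 9686 lower, and adding 5 reads instead of 0.5 turned it to 6393 and 9217.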

The treatment separation was less apparent in time point B and the variability within the control and eC plots was also greater (Fig. 1a). 

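At time point A the treatments accounted for 23.3% of the squared distances among the 16 libraries, against a median of 19.9% with the treatment labels permuted (permutation test with 100000 resamples, p = 0.00318). They accounted for 22.5% at time point B, against 19.8% (permutation test, p = 0.0793). With the replicate number as a block, its means were subtracted first and the labels were permuted within it. The treatments accounted for 29.7% of the remaining squared distances at time point B, against 24.9% (permutation test, p = 0.00389). The share of the remaining distances at time point A was 29.3%, also against 24.9% (permutation test, p = 0.00254). Shares with the block have a smaller base than those without it, so their sizes cannot be compared. Among the alternatives, the separation at time point B passed 0.05 only with this block. The difference between the time points in this share was not tested. Without the plots of replicate 3, the separation at time point A no longer passed 0.05 (permutation test, p = 0.109).
The distance of each library to the centroid of its group was used as the spread within a treatment. In C it was 124 ± 8.38 at time point A and 130.2 ± 12.7 at time point B (SD, n = 4; two-sided exact permutation test, p = 0.457). In eC it was 134 ± 11.3 and 115.8 ± 12.2 (SD, n = 4; exact test, p = 0.114). In eT it fell from 134.7 ± 8.27 to 108.8 ± 6.23 (SD, n = 4; exact test, p = 0.0286, the smallest p that 4 plots against 4 allow). In eCeT it was 129.0 ± 12.4 and 119.7 ± 9.48 (SD, n = 4; exact test, p = 0.257). These tests do not pair the plots over time; in eC, as in eT, all 4 plots lay closer to the centroid at time point B. The rise in C turned to a fall of 2.90 without the plot of replicate 3 and to a fall without that of replicate 1. In eC the direction turned with the 500 most variable transcripts, where the distance rose by 4.51 (exact test, n = 4, p = 0.429). In the first 2 MDS dimensions, a measure added after the data were seen, the distance rose by 33.6 in C (exact test, n = 4, p = 0.0857) and by 10.2 in eC (exact test, n = 4, p = 0.6). For this variability within treatments the paper proposes the soil and slope of the field site, or the small number of plots.

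**Figure D1:**
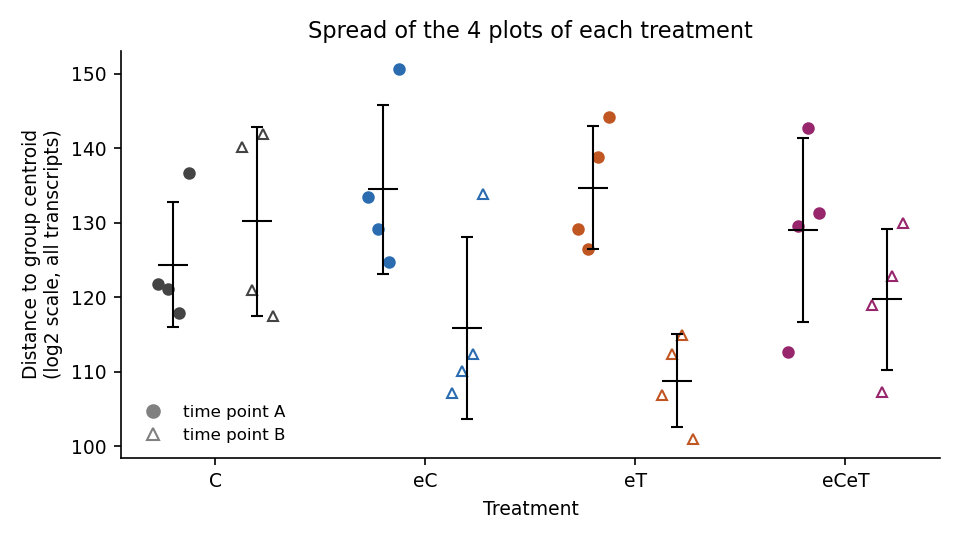
Distance of each library to the centroid of its group on the log2 scale, by treatment, with circles for time point A and triangles for time point B; bars are means and SDs of 4 plots. The 4 plots of eT lie lower at time point B than at time point A.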

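Between eCeT and C at time point A, 549 of the 39208 transcripts were DEG in limma, 171 higher and 378 lower in eCeT. In 141 of the former and 317 of the latter, all 4 eCeT plots lay on one side of all 4 C plots. Such a complete separation was seen in 1344 transcripts above and 1495 below C among all those tested, where chance gives 2.86%, or 1120 in all. The count moved most with the FPKM table, with 47 DEG at a pseudocount of 1 and, in alternatives added after the data were seen, 8 at 0.1 and 6 at 0.01. That table lacks C replicate 4 at time point A. Most of the calls there were rising, at 31 higher and 16 lower, 7 and 1, and 6 and 0, but none of the 549 changed sign. The count depended on the plots: without C replicate 2 it was 13, and without C replicate 4 it was 252. Without eCeT replicates 1, 2, 3 and 4 in turn it was 232, 365, 163 and 257, and without C replicates 1 and 3 it was 698 and 366. The transcripts with the largest changes among those fully apart are not named in the paper's files. Transcript c69462_g3 rose by a log2 fold change of 5.30 (standard error 1.14, adjusted p = 0.0316), from 4 reads over the C plots to 228 over the eCeT plots. Of the 228 reads, 140 came from eCeT replicate 3. Transcript c80536_g5 rose by 4.65 (standard error 1.16, adjusted p = 0.0588), from 4 to 193 reads, 150 of them in eCeT replicate 3. Transcript c73121_g1 fell by 3.51 (standard error 0.96, adjusted p = 0.0882), from 92 reads to 1 read, a ratio of 86.2 with an exact 95% counting interval from 15.1 to 3440; 82 of the 92 reads came from 1 plot. The call of c69462_g3 was lost without C replicate 2 or eCeT replicate 3. The call of c80536_g5 was lost without C replicate 1, 2 or 3 or eCeT replicate 3, and that of c73121_g1 without any one of C replicates 2 and 4 and the eCeT plots.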

Differential transcript expression from time point A identified 666 transcripts that were altered in the eCeT treatment when compared to control (p < 0.1, Supplemental File 2). 

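For eC against C at time point A, limma called 0 transcripts, with 3097 at an unadjusted p under 0.05 and a smallest adjusted p of 0.352. limma's voom on the recovered reads also called 0. The FPKM table with a pseudocount of 0.01 called 9, and leaving out eC replicate 3 or 4 gave 1 and 3. For eT against C at time point A, 19 transcripts were called, 2 higher and 17 lower in eT. This count ranged from 0 to 452 over the alternatives. It was 0 with voom, with array weights, without the variance trend, with only the C and eT groups in the model, and at an adjusted p under 0.05. It was 452 when the library sizes were left without TMM scaling. Adding 5 reads instead of 0.5 gave 135 and turned the split of the calls, to 88 higher and 47 lower. This alternative and the lack of TMM scaling were chosen after the data were seen. Without eT replicate 2 it was 305 and without eT replicate 1 it was 182; without C replicate 2, C replicate 4 or eT replicate 3 it was 0. Without C replicate 3 it was 38 and without eT replicate 4 it was 9.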

No transcripts were differentially expressed in the eC treatment, when compared to control, and only 3 transcripts were significantly altered in the eT treatment. GO slim terms were assigned to the 666 transcripts altered in the eCeT treatment. Overrepresentation tests were run to identify GO categories with increased occurrence within the differentially expressed genes, with a false discovery rate of 0.05. The most overrepresented GO categories were cellular component “ribosome”, molecular function “structural constituent of ribosome”, and biological process “protein folding” (Supplemental Fig. 3). Time point B showed the same trend as time point A, but with fewer transcripts significantly changing; only 71 total in eCeT, 2 in eT, and 0 in eC (p < 0.1, Supplemental File 2). 

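At time point B limma called 121 transcripts for eCeT against C, 104 higher and 17 lower in eCeT, 7 for eT, all higher, and 0 for eC. In eC, 2553 transcripts had an unadjusted p under 0.05, and voom also called 0. The count for eCeT moved to 536 with every library centred on its median (506 higher, 30 lower), which shifted the median change of all transcripts by 0.15 on the log2 scale. With only the C and eCeT groups in the model it was 2. The FPKM table lacks C replicates 3 and 4 at this time point. With it the calls were 1 higher and 6 lower for eCeT and 1 higher and 3 lower for eT. Few or none of the transcripts called in the main model were called there, and none of them changed sign. Without eCeT replicate 3 the count for eCeT rose to 782, and without C replicates 1 and 2 to 361 and 371. Without C replicates 3 and 4 it was 31 and 24, and without eCeT replicates 1, 2 and 4 it was 22, 20 and 16. For eT it rose to 17 without C replicate 2. It was 1 without C replicate 3 or 4 or eT replicate 3 or 4, and 4 without eT replicate 1 or 2. For eC it was 7 without C replicate 2 and 1 without eC replicate 3. The difference between the time points in the effect of eCeT itself was tested as a contrast, and limma called 0 transcripts for it, as did voom and the other alternatives, with 2333 at an unadjusted p under 0.05. Of the 549 DEG of time point A, 460 changed in the same direction at time point B, and 27 were DEG at both. The latter count was 0 without C replicate 2, 1 without eCeT replicate 1 or 4, 2 without eCeT replicate 2, and 5 and 4 without C replicates 3 and 4. It was 85 with array weights and 0 with the FPKM table. Transcript c78721_g1 rose by a log2 fold change of 3.19 (standard error 0.74, adjusted p = 0.0808), from 40 to 395 reads. Of these, 25 of the 40 came from C replicate 1 and 251 of the 395 from eCeT replicate 4. Transcript c34196_g1 fell by 3.30 (standard error 0.75, adjusted p = 0.0753), from 30 reads to 2, a ratio of 14.4 with an exact 95% counting interval from 3.66 to 125. Transcript c80866_g1 had 23 reads over the C plots and 0 over the eCeT plots, at least 7.38-fold lower if 3 reads over the group are taken as the limit (limma, adjusted p = 0.0446). Each of the 3 calls was lost without any one of C replicate 4 and eCeT replicates 1, 2 and 4. The call of c78721_g1 was also lost without C replicate 2 or 3, and that of c34196_g1 without C replicate 3. Of the paper's lists in Supplemental File 2, 486 of 666 transcripts were DEG here at time point A and 68 of 71 at time point B. All of them had the sign that the paper gives, and 63 and 53 further transcripts were called.

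**Figure D2:**
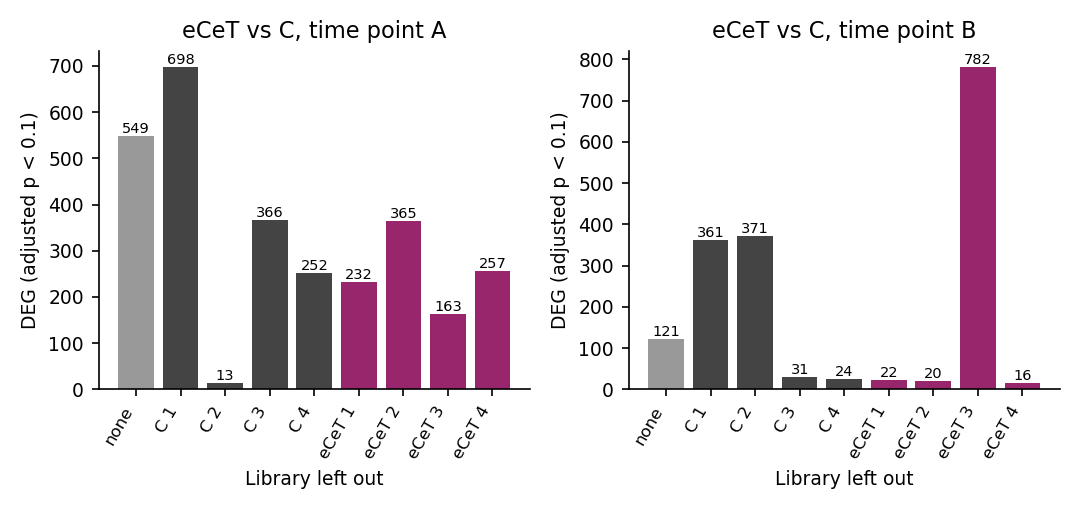
Number of DEG (adjusted p under 0.1) for eCeT against C at each time point, with all libraries (gray bar) and with each C library (black) or eCeT library (purple) left out in turn. The bars run from 13 to 698 at time point A and from 16 to 782 at time point B.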

The relaxed *p* value for DEG allowed a larger set of transcripts to test for correlation with metabolite content and/or leaf physiological traits. No GO categories were overrepresented within the significant transcripts in time point B.

**Fig. 1:**
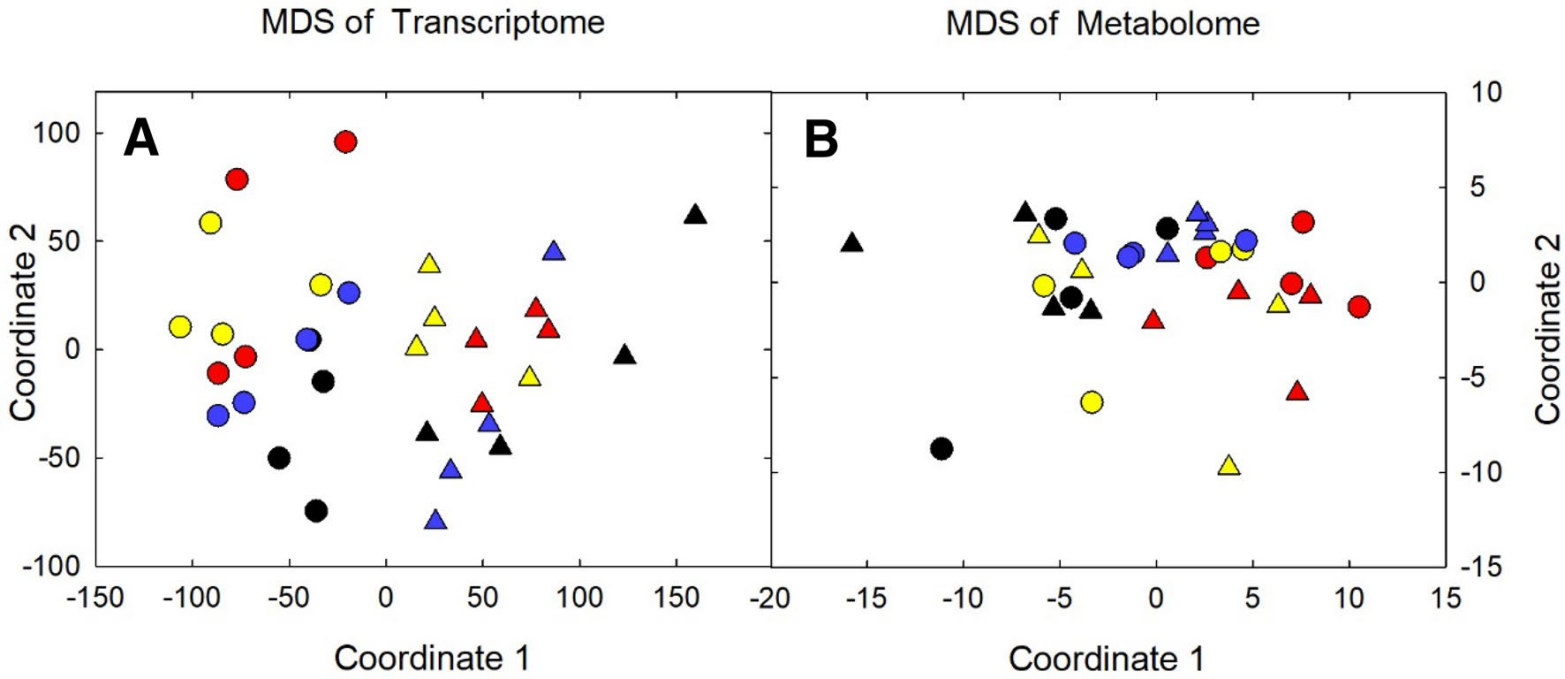
Multidimensional Scaling (MDS) plots for the transcript and metabolite experiments. **a** MDS plot using transcript data, showing a clear time point separation (circles vs triangles) as well as separation of elevated temperature and ambient temperature in Timepoint A (circles). **b** MDS plot using metabolite data, showing no clear separation of time points, but a clear separation of ambient treatment (black) from elevated temperature treatment (red). Time Point A (Circles), Time Point B (Triangles), Ambient (black), Elevated [CO_2_] (blue), Elevated Temperature (red), Combination (yellow)

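Warmed plots (eT and eCeT) against plots at ambient temperature (C and eC) accounted for 10.0% of the squared distances among the 16 transcript libraries of time point A. None of the 12870 arrangements of 8 libraries against 8 gave more (exact permutation test, p = 0.000155, the smallest p possible). Warming accounted for 7.25% at time point B (exact permutation test, p = 0.245). Elevated [CO2] accounted for 6.70% at time point A (exact permutation test, p = 0.43) and 7.58% at time point B (exact permutation test, p = 0.175). As a main effect over both levels of [CO2], warming changed 1477 transcripts at time point A, 566 higher and 911 lower in the warmed plots, and 18 at time point B, all higher. The count at time point A was 452 without TMM scaling, 425 with the FPKM table and 206 with FPKM at a pseudocount of 0.01. Over the omissions it ranged from 750 without eT replicate 3 to 1966 without eT replicate 1; without C replicate 2, eC replicate 2 and eT replicate 4 it was 782, 961 and 882. The count at time point B moved with every omission. Without C replicates 1 to 4 it was 35, 85, 6 and 8, and without eC replicates 1 to 4 it was 7, 5, 5 and 122. Without eT replicates 1 to 4 it was 50, 7, 0 and 5, and without eCeT replicates 1 to 4 it was 6, 2, 296 and 6.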

### Metabolite analysis

Untargeted metabolomics was used to investigate biochemical changes in Guinea grass exposed to eC, eT and eCeT. Although 194 total metabolites were identified, only 125 metabolites were consistently present in the different treatments and those were used for analysis. MDS analysis revealed a separation of the eT treatment (red symbols) from the C plots (black symbols), but no clear separation between sampling dates (Fig. 1b). Additionally, the time points were not significantly different in the ANOVA (p > 0.01). A general linear model with a Dunnett’s test was run to test for significant differences in abundance among treatments, and 34 metabolites were significantly altered in at least one treatment compared to the C plots (p ≤ 0.01, Table 1). Only 1-benzylglucopyranoside and isoleucine were significantly different in each of the treatments compared to the C plots.

Overall the metabolome showed the greatest change in the eT treatment compared to C with 30 metabolites significantly changing (Table 1). All of the metabolites increased in abundance in eT relative to ambient, with the exception of 2-methylmalic acid and oxalic acid (Table 1). Melibiose showed the largest increase in eT amongst sugars, with a 1.94-fold change; arabinose, fructose, galactose, glucose maltose, ribose, and xylose were also significantly increased in eT. Notably sucrose was not altered under any treatment. Many amino acids showed significant increases under eT compared to ambient with Val Thr, and Phe increasing the most (1.64, 1.38, 1.27-fold; Table 1). Organic acids, including neochlorogenic acid and sinapic acid, which are involved in secondary metabolism and specifically monolignol metabolism showed significant increases under the eT treatment compared to C (Table 1).

The eC treatment did not affect the metabolome as much as eT, with only 2 metabolites showing a log2-fold ≥ |1| and p ≤ 0.01. 2-Methylmalic acid (citramalate) had a large decrease (− 3.02-fold) in the eC plots, and this compound decreased across all treatments. Additionally, α-ketoglutaric acid had a large decrease (− 2.15-fold) in eC. Ile was the only amino acid impacted in the eC plots, and was moderately increased by 0.81 fold (Table 1). Quinic acid, an important intermediate of the lignin pathway, increased in the eC plots (0.92-fold). 1-Benzylglucopyranoside had 0.95 log2-fold change in the eC plots.

The combination of eC and eT showed similar trends to the eT plots alone, but with a dampened effect (Table 1). All metabolites that had a significant change in the eCeT treatment were also significantly altered in the eT treatment. In both eT and eCeT, α-tocopherol increased significantly with a log2-fold > 1. Many compounds that were significantly increased in eT were not significantly altered in eCeT. For example, Ser and Thr were significantly increased in the eT treatment, but were not significantly impacted in eCeT, with a fold-change trend of decreasing in relative leaf content. Additionally, many sugars and sugar alcohols including; arabinose, fructose, galactose, glucose, and inositol increased in the eT plots but not in eCeT.

### Integration of metabolite and transcript data—timepoint A

Weighted gene correlation network analysis (WGCNA) was used to construct a signed network of clustered genes from the time point A (sampled after 30 days of treatment). Using 9802 transcripts, expression data were clustered into 9 unique modules. GO enrichment was performed for each module to identify the overrepresented biological functions within each grouping (Supplemental Table 1). Module 1 contained the largest number of transcripts (1719 total), but only 2 were differentially expressed in the eCeT treatments. 

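Both transcripts of module 1 in Supplemental File 1 were lower in eCeT than in C at time point A, with a median log2 fold change of -2.55, and 1 of the 2 was a DEG in limma.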

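The 84 transcripts of module 3 that Supplemental File 1 lists were followed in the log2 values of time point A. In eCeT their median log2 fold change against C was -2.03, with 16 transcripts higher and 68 lower, and 59 of the 84 were DEG in limma. The medians of the 4 eCeT plots lay between -2.22 and -1.61. For 5 of these transcripts the eCeT plots held no read; with these set to the limit of 3 reads over the group, the median was -2.01. The same list had a median of -1.53 in eT, where 2 were DEG, and of -0.76 in eC, where none was (0 of 84 in limma and in voom). Without C replicate 2 the median in eC was -0.34. Comparisons with the same C plots share their chance values. In 20 simulations all plots were redrawn around the C means, with the eCeT changes of the DEG added and eT and eC unchanged. The median of the list members called in a run lay between -0.333 and 0.105 for eT and between -0.162 and 0.131 for eC. Deviations of the actual C plots, on which the list was chosen, are not in these simulations. The simulations therefore cannot rule out that such deviations moved the medians of eT and eC. The median in eCeT moved to -1.19 with the FPKM table and to -1.39 with 5 reads added, an alternative chosen after the data were seen. The list had been chosen by the paper on these samples.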

Module 3 contained 948 transcripts, 84 of which were differently expressed in eCeT, and had significantly enrichment in regulation of salicylic acid biosynthesis process, defense to oomycetes, cell surface receptor signaling, plant-type hypersensitive response, protein phosphorylation, defense response to bacterium, and oxidation–reduction process. In addition, module 3 had a significant negative correlation with melibiose (Supplemental Table 1, Supplemental Fig. 4). Module 5 contained 484 transcripts, 35 of which were differently expressed in eCeT treatments, with significantly enrichment in oxylipin biosynthesis, terpenoid biosynthesis, response to wounding, hormone biosynthesis, secondary metabolite biosynthesis, defense response, and oxidation–reduction process.

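The 35 listed transcripts of module 5 had a median log2 fold change of 2.12 in eCeT against C at time point A, with 26 higher and 9 lower, and 26 were DEG. The medians of the 4 eCeT plots lay between 1.45 and 2.65. In eT the median was 1.46, with 1 DEG, or 1.39 with the transcript that had no read in C at its limit. In eC the median was 0.88, and limma and voom called 0 of the 35. The simulations described for module 3 gave medians between -0.162 and 0.376 for eT and between -0.126 and 0.463 for eC, with the same limit. With 5 reads added the median in eCeT was 1.39, and with the FPKM table it was 1.53.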

Within module 3, four transcripts were strongly correlated with melibiose content (r ≥ |0.8|, *p *< 0.01; Fig. 2). Melibiose showed significant negative correlations with the expression of two guard cell transcripts. 

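The transcript that Supplemental File 1 pairs with At4g23160 is c86560_g1, in module 3. Its log2 value at time point A was 0.18 ± 0.84 in C and -1.58 ± 0.44 in eCeT (SD, n = 4), from 6 to 34 reads per C plot and 2 to 6 per eCeT plot. The log2 fold change was -1.77 (standard error 0.53), and at an adjusted p of 0.123 in limma the transcript was not a DEG. All 4 eCeT plots lay below all 4 C plots (two-sided exact permutation test, n = 4, p = 0.0286). It was called with voom, array weights or 5 reads added, and over all alternatives its adjusted p ranged from 0.0574 to 0.591.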

The first, At4g23160, is annotated as cysteine-rich receptor-like protein kinase 8 (CRK8) and shows biological activity involved in defense response to bacterium and protein phosphorylation. The second was At3g48300, a cytochrome P450 (CYP71A23) involved in oxidation–reduction processes. 

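In Supplemental File 1 the transcript c92038_g1, of module 3, carries this annotation. At time point A its log2 value was 3.27 ± 1.03 in C and 0.87 ± 0.38 in eCeT (SD, n = 4), a log2 fold change of -2.39 (standard error 0.44, adjusted p = 0.0180 in limma). Its reads per plot ranged from 55 to 417 in C and from 13 to 34 in eCeT, and the 4 eCeT plots all lay below the C plots. With each plot left out in turn the fold change stayed between -2.68 and -1.91. The call was lost only without C replicate 2, at an adjusted p of 0.126, among these 8 omissions.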

The strongest relationship was identified for transcript ID, At1g54960, which was annotated as a subfamily of mitogen-activated protein kinase kinase kinase 2 (MAP3 K) known as Arabidopsis Nucleus- and Phragmoplast-Localized Kinase1 (NPK1)—related protein kinases (ANPs) specifically ANP2, in the *Arabidopsis* genome. 

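The matching transcript, c76208_g1 of module 3, rests on a weak match: the paper's file gives its best Arabidopsis hit an expectation value well above 1. Its log2 value at time point A was 3.504 ± 0.88 in C and 1.62 ± 0.52 in eCeT (SD, n = 4), with 85 to 431 reads per C plot and 24 to 59 per eCeT plot. The log2 fold change was -1.89 (standard error 0.44, adjusted p = 0.0462 in limma), and every eCeT plot was below every C plot. Leaving out C replicate 2 or eCeT replicate 1 took the adjusted p above the threshold, up to 0.228, while the fold change stayed between -2.13 and -1.47 over the omissions.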

The final gene with a negative linear relationship with melibiose was identified as transcript ID, At5g54160, a caffeic acid/5-hydroxyferulic acid O-methyltransferase 1 (COMT) with functions in lignin and flavonoid biosynthesis.

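In the paper's files this gene is paired with c77834_g1 of module 3, whose log2 value at time point A was 1.45 ± 0.94 in C and -2.35 ± 1.41 in eCeT (SD, n = 4). The log2 fold change was -3.79 (standard error 0.86, adjusted p = 0.0438 in limma). It rests on few reads, 180 over the C plots (105 of them in 1 plot) and 11 over the eCeT plots, with 0 reads in eCeT replicate 3. The call was lost without C replicate 2 or eCeT replicate 3, with adjusted p up to 0.209. It is also among the 2 falling transcripts with the largest change in eCeT whose plots were fully apart. Of the 9 transcripts that the paper plots against melibiose or xylose, 8 were DEG in eCeT at their time point over all transcripts tested, and 9 when adjusted over the list alone. The paper chose that list on these samples, so the latter count is not independent evidence.

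**Figure D3:**
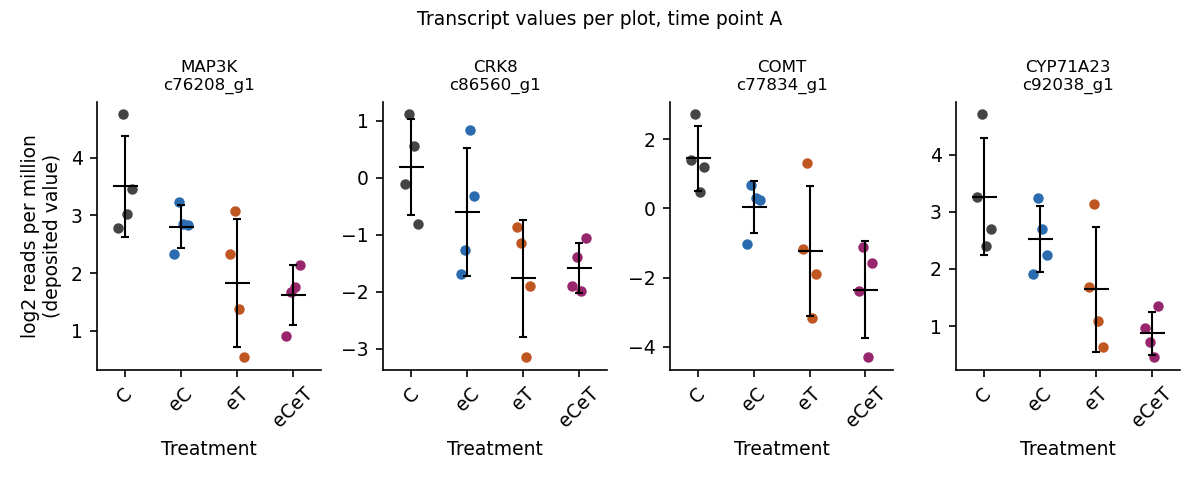
Deposited log2 value per plot of the 4 transcripts of Fig. 2 at time point A, by treatment; bars are means and SDs of 4 plots. In each panel the 4 eCeT plots lie below the 4 C plots.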

**Fig. 2:**
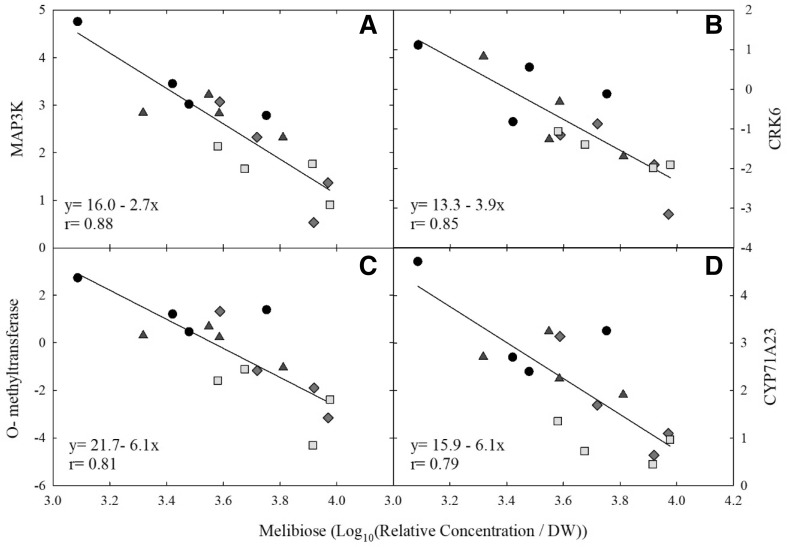
Linear correlation between gene expression and melibiose content. Significant linear relationships between melibiose and transcripts present within the weighted gene correlation network analysis module 3, for time point A (30 days of treatment). Correlations listed have |r| ≥ 0.70 and p < 0.01. Normalized expression values for each transcript are plotted on the y axis: **a** At1g54960–mitogen-activated protein kinase kinase kinase 2 (MAP3 K); **b** At4g23160–cysteine-rich receptor-like protein kinase 8 (CRK8); **c** At5g54160- *O*-methyltransferase; **d** At3g48300–cytochrome P450 (CYP71A23). Ambient (black, circle), elevated [CO_2_] (blue, triangle), elevated temperature (red, diamond), combination (yellow, square)

### Integration of metabolite and transcript data—timepoint B

Several significant relationships were identified within the metabolite and transcript datasets, with a r ≥ |0.75| and an adjusted p ≤ 0.01 (Table 2). All significant linear correlations between DEG and metabolites are shown in Supplemental File 3. Xylose had the most significant linear correlations, 10 positive and one negative. 

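Supplemental File 3 pairs At5g19440 with transcript c72426_g1. Its log2 value at time point B was 0.36 ± 0.51 in C and 1.99 ± 0.30 in eCeT (SD, n = 4), with 10 to 22 reads per C plot and 35 to 58 per eCeT plot. The log2 fold change was 1.63 (standard error 0.29, adjusted p = 0.0179 in limma), and all 4 eCeT plots lay above the C plots. The call held with each plot left out in turn, at a fold change between 1.43 and 1.83. In eT the fold change was 1.05 and in eC 0.72, neither past the threshold (adjusted p = 0.372 and 0.704 in limma).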

The strongest relationship was between gene ID At5g19440 (r = 0.87) (Fig. 3). The BlastX annotation hit for *Arabidopsis thaliana* identified At5g19440 as a NAD(P)-binding protein, located in the cytosol, and involved in cinnamyl-CoA reductase (CCR) activity in a variety of biological processes including lignin biosynthesis and response to cold. This sequence was highly similar to the annotated CCR1 in the *Z. mays* genome (LOC100382657) and predicated CCR1 in *S.italica* genome (LOC101786254).

**Table 2:** Number of significant linear correlations between metabolite content and gene expression measured at time point B (50 d of treatment)

Metabolite	Positive	Negative
1-Benzylglucopyranoside	1	0
α-Tocopherol	2	0
β-Sitosterol	1	0
*O*-acetylsalicylic acid	2	0
Sinapic acid	4	1
Stigmasterol	1	0
Valine	2	0
Xylose	10	1

Correlations have |r| ≥ 0.75 and *p *< 0.01

**Fig. 3:**
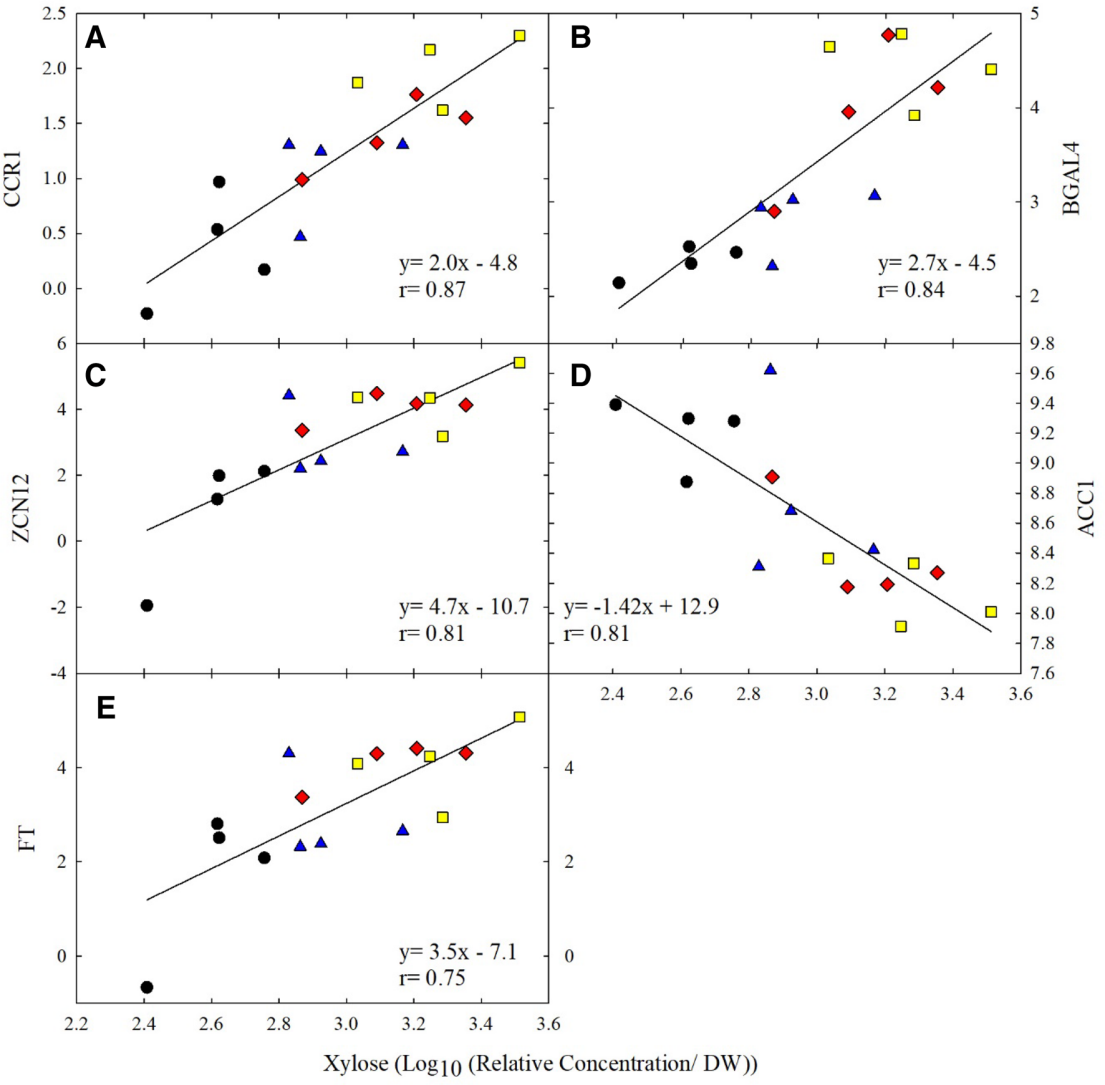
Linear correlation between gene expression and xylose content. Significant linear relationships between xylose content and transcript expression measured at time point B (50 days of treatment). Correlations listed have |r| ≥ 0.70 and p < 0.01. Normalized expression values for each transcript are plotted on the y axis: **a** At5g19440–NAD(P)-binding protein (CCR1); **b** At5g56870–β-galactosidase 4 (BGAL4); **c** At5g03840–terminal flower 1/Zea centroradialis (ZCN12); **d** At1g36160- acetyl-CoA carboxylase 1(ACC1); **e** At1g65480- flowering locus T (FT). Ambient (black, circle), elevated [CO_2_] (blue, triangle), elevated temperature (red, diamond), combination (yellow, square)

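Transcript c77441_g1, which Supplemental File 3 pairs with At5g56870, had a weak match there, with an expectation value well above 1. Its log2 value at time point B was 2.37 ± 0.17 in C and 4.44 ± 0.38 in eCeT (SD, n = 4), a log2 fold change of 2.07 (standard error 0.40, adjusted p = 0.0285 in limma). The C plots held 51 to 65 reads and the eCeT plots 174 to 319, all above C. Without eCeT replicate 2 or 4 the adjusted p passed the threshold, up to 0.135. In eT it rose by 1.59 (standard error 0.40), with every plot higher than C, and was not a DEG (adjusted p = 0.343 in limma).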

The second strongest relationship between a transcript and xylose was transcript At5g56870 (r = 0.84). This transcript was annotated as β-galactosidase 4 (BGAL4) in the *Arabidopsis* genome. This gene is localized to the cytoplasm and functions in rRNA N-glycosylase activity and defense response, also acting as a negative regulator of translation. Along with the strong linear correlation to xylose, BGAL4 was also significantly correlated with α-tocopherol, stigmasterol, and O-acetylsalicylic acid (r = 0.80, 0.76, 0.75, respectively; Supplemental File 3). Two additional transcripts, At5g03840 (r = 0.81) and At1g36160 (r = − 0.81), showed significant linear correlations with xylose content. 

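Supplemental File 3 lists no transcript for At5g03840; the values plotted in Fig. 3c are those of c64038_g2, which that file pairs with At1g65480. At time point B the log2 value of c64038_g2 was 0.86 ± 1.91 in C and 4.33 ± 0.91 in eCeT (SD, n = 4), a log2 fold change of 3.47 (standard error 0.65, adjusted p = 0.0215 in limma). One C plot held 3 reads and the highest 45, against 104 to 504 in eCeT. The fold change was 2.53 without C replicate 1, and the call was lost only without eCeT replicate 1 among the 8 omissions. Its rise is among the 2 largest of the eCeT DEG at time point B whose plots were fully apart. Transcript c92877_g1 (At1g36160) fell from 9.21 ± 0.23 in C to 8.16 ± 0.23 in eCeT (SD, n = 4), a log2 fold change of -1.06 (standard error 0.23, adjusted p = 0.0653 in limma). It held 1899 to 9052 reads per plot of both groups. Its call was lost without C replicate 3 or 4 or eCeT replicate 1, 2 or 4, with adjusted p from 0.0274 to 0.223 over the omissions and a fold change between -1.17 and -0.97.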

Transcript ID At5g03840 was annotated as terminal flower 1 (TFL1) controlling inflorescence meristem identity within the *Arabidopsis* genome and showed 73% homolog with the *Zea mays* ZCN12 (*Zea* centroradialis (ZCN)) (NM_001112779.2). This gene functions in many biological roles including acting as a negative regulator of cell aging and is expressed during growth and development stages from flowering to leaf senescence. ZCN12 was also found to have strong correlations with sinapic acid and valine (Supplemental File 3). Unlike the first three gene correlations, At1g36160, showed a negative linear correlation with xylose and sinapic acid (r = − 0.74). This gene was annotated in the Arabidopsis genome as acetyl-CoA carboxylase 1 (ACC1), which regulates the initial step in the fatty acid biosynthesis pathway of acetyl-CoA to malonyl-CoA.

In addition to the strong associations with xylose (Fig. 3e), transcript ID At1g65480 was correlated with 4 additional metabolites. 

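Transcript c77009_g3, the other one paired with At1g65480, had a log2 value of 1.68 ± 1.59 in C and 4.09 ± 0.88 in eCeT at time point B (SD, n = 4). The log2 fold change was 2.40 (standard error 0.54, adjusted p = 0.0687 in limma), with 8 to 79 reads per C plot and 88 to 400 per eCeT plot. The call was lost without C replicate 1 or 3 or eCeT replicate 1, 2 or 4. Without C replicate 1, the plot with 8 reads, the fold change was 1.62.

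**Figure D4:**
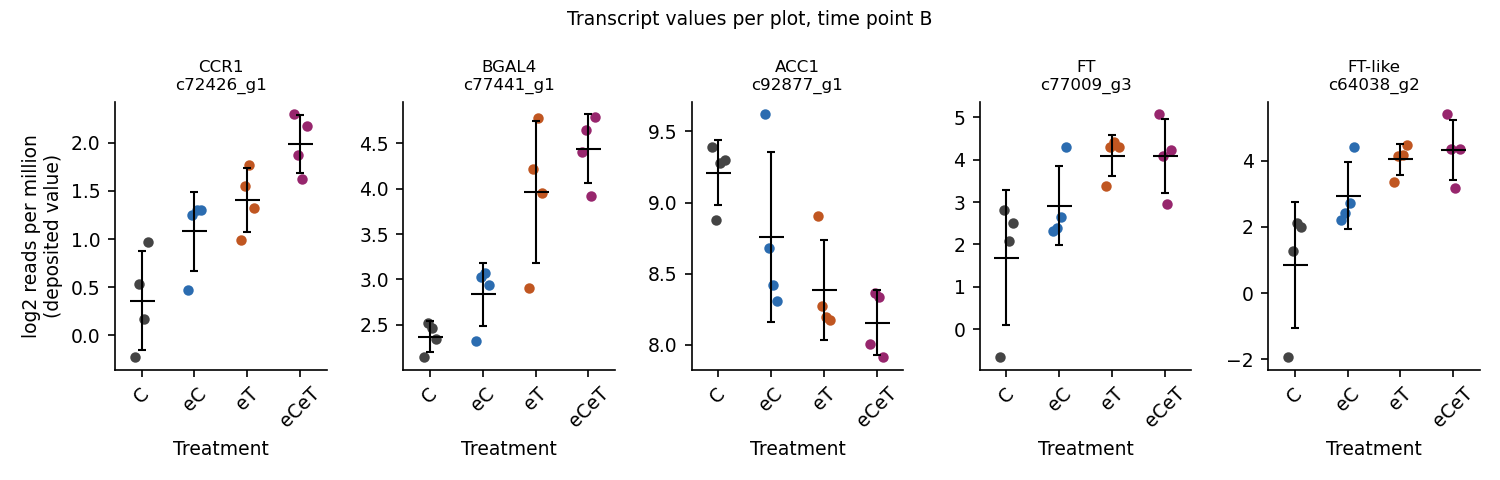
Deposited log2 value per plot of the 5 transcripts of Fig. 3 at time point B, by treatment, with c64038_g2 headed FT-like; bars are means and SDs of 4 plots. The eCeT plots lie above the C plots in 4 panels and below them for ACC1.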

The BlastX annotation hit for *Arabidopsis thaliana* identified this transcript as flowering locus T (FLT) functioning in phosphatidylethanolamine binding with biological processes in flower development. The Blast annotation for *Zea mays* had only 52% homology with TWIN SISTER of FT (NM_001309850.1) and predicted *Setaria italica* FLT (XM_004960683.3) with a homology of 53%. Positive linear correlations were identified between FLT and valine, sinapic acid, O-acetylsalicylic acid, β- sitosterol, and xylose (r = 0.84, 0.82, 0.78, 0.77, 0.75) respectively (Supplemental Fig. 5).

## Discussion

This study investigated the transcriptional and metabolite response of Guinea grass to growth at eC, eT and the combination of eCeT under open-air field conditions. Previous physiological analysis of the plants grown at this FACE experiment revealed that growth at eT increased leaf biomass and leaf area, but there was considerable variation within each treatment (Supplemental Fig. 6) (Britto de Assis Prado et al. 2016). The transcript and metabolite data also showed significant variation within each treatment, revealed by MDS (Fig. 1), but different groupings were apparent in the transcript and metabolite data. The transcriptome showed a clear separation among sampling dates (30 or 50 days of treatment), while the metabolome data showed a clear separation of treatments, most clearly C and eT (Fig. 1). The transcriptome also showed separation of treatments at the first sampling date (Timepoint A), but not the second (Timepoint B) (Fig. 1a). The within-treatment variability observed in the data may be due to environmental and edaphic properties of the field site (i.e., soil characteristics and/or slope), which could not be accounted for in the analysis, or from the relatively low sample size (n = 4). However, the fact that no transcripts were significantly altered in response to eC alone is consistent with previous experiments done with other C_4_ grasses, which showed that in the absence of drought stress, there is no direct effect of elevated [CO_2_] on C_4_ metabolism (Wall et al. 2001; Leakey et al. 2006). On the other hand, eT stimulated the growth of *P.maximum* in this study (Supplemental Fig. 6), yet only a few genes were significantly differentially expressed in eT alone. 

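As a main effect over both temperatures, elevated [CO2] changed 0 transcripts at time point A in limma, with 2964 at an unadjusted p under 0.05, and 0 in voom. It changed 2 at time point B, c147582_g1 (log2 fold change 1.26, higher in eC and eCeT) and c95399_g2 (-1.40, lower). The paper's files name neither. Voom called 0 at time point B. The count was 0 without C replicate 3, eC replicate 2 or 4, eT replicate 2 or 3 or eCeT replicate 1, 3 or 4. It was 1 without C replicate 1, eC replicate 3, eT replicate 1 or eCeT replicate 2, and at most 3 in the other omissions. The interaction at time point A gave 2 without eC replicate 4. The interaction of [CO2] and warming gave 0 transcripts at each time point in limma and in voom, with 2254 and 2079 at an unadjusted p under 0.05. Data simulated for eCeT against C at time point A, with 200 of the 39208 transcripts changed, showed what could be detected: limma recovered 28% of 2-fold changes, 56.5% of 4-fold changes and 80.5% of 8-fold changes. Changes below 2-fold, and eC itself, were not simulated. The paper reads the lack of DEG in eC beside earlier work on C4 grasses without drought.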

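Tested directly at time point A, eCeT against eT gave 0 DEG in limma (smallest adjusted p 0.786), with 2239 transcripts at an unadjusted p under 0.05, and 0 in voom. The contrast at time point B also gave 0 in both, with 2041, 177 with array weights and 10 without eCeT replicate 4. Leaving out eCeT replicate 2 gave 1 at time point A. Of the 549 eCeT DEG of time point A, 545 (99.3%) had the same sign in eT and 496 (90.3%) in eC. With eT and eC simulated as unchanged and the C plots redrawn around their means, the shares were 57.6% to 66.9% and 56.6% to 66.5%. The sign at time point B was shared by 120 of 121 in eT and in eC (99.2%), against 52.5% to 67.0% and 54.4% to 72.0% in the simulations. The simulations draw each transcript on its own, so a deviation that the C plots share over many transcripts would also raise the observed shares. They also take the observed eCeT changes of the DEG as true. Chance values of the C plots that helped to make the calls would raise the observed shares too. The simulated ranges therefore do not show that eT or eC responded.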

Optimal growth for *P. maximum* is estimated to be at least 21 °C, and background temperature in ambient conditions during this experiment was only 17.0 ± 0.06 °C, so the eT treatment moved the plants closer to optimal growth temperatures (Araujo et al. 2013). In the combination (eCeT) treatment, significant changes in the transcriptome were observed, most notably transcripts involved in protein translation and assembly.

A key aim of this work was to integrate the transcript and metabolite data sets. Because of the clear differences in the transcript data between time points A and B (Fig. 1a), integration was done within each time point and not across time points. In addition, time point B offered the potential to integrate leaf physiological data with the transcript and metabolite datasets. Because of the large level of variability within individual treatments for all of the parameters, linear correlation analysis was used for data integration. For time point A WGCNA networks were built to group genes responding in similar ways together to form a larger network. These networks were then correlated with the metabolite data to identify interactions of interest. Because there were fewer DEG within time point B, WGCNA was not possible, and so for time point B, simple linear correlations between the DEG, significant metabolites, and leaf physiological data were used to identify correlations of interest.

### Integration of metabolomic and transcript data—time point A

Two modules (3 and 5) from the WGCNA analysis contained significant numbers of DEG (Supplemental Table 2). The DEG identified within module 3 were enriched in salicylic acid (SA) biosynthesis (*p* 0.016) and general defense response to bacteria, suggesting greater stress in the eCeT treatment compared to control. The enrichment of SA biosynthesis transcripts has previously been identified to be part of the heat-stress response in plants. Salicylic acid stabilizes heat shock transcription factors increasing their binding to heat shock elements and thus promoting heat shock-related genes (Wahid et al. 2007). While the background temperature during the experiments was low, it is possible that the combination of eC and eT increased leaf temperatures more than just the eT temperature alone, thus triggering some stress-related transcriptional responses. The GO-term enrichment analysis of the transcripts associated with module 5 are also in agreement with a trend towards up-regulation of secondary metabolites involved in defense response.

Many amino acids are precursors to secondary metabolites that change in response to various environmental perturbations. In this study, the eT and eCeT treatments resulted in significantly greater levels of amino acids derived from oxaloacetate and pyruvate. Accumulation of such amino acids is well known in abiotic stresses and heat (Joshi et al. 2010; Kaplan et al. 2004; Rizhsky et al. 2004; Guy et al. 2008; Obata and Fernie 2012; Obata et al. 2015). The role of branched chain amino acids and other amino acids in improving heat tolerance is complex and not fully understood, but likely provides support for an increase in production of secondary metabolites to influence defense response during temperature stress (Kaplan et al. 2004; Du et al. 2011). Additionally, increases in amino acid pools have the potential to serve as osmolytes under heat stress (Joshi et al. 2010) or an alternative electron donor for the mitochondrial electron transport chain (Araujo et al. 2013). High levels of Ile, Val, and Phe were observed in the leaves of Bermuda grass and mature kernels of rice exposed to elevated temperature and were thought to improve heat tolerance (Du et al. 2011; Yamakawa and Hakata 2010; Kaplan et al. 2004). The buildup of transcripts in the brown and green modules involved in defense and secondary metabolite biosynthesis in combination with the increase in amino acids suggest up-regulation of defense metabolism in the eCeT treatment at 30 days post-treatment exposure.

Plant grown under abiotic stress condition use compatible osmolytes, low molecular mass compounds, to provide an adaptive mechanism. Accumulation of these soluble sugars such as fructose, sucrose, and glucose are documented to signal stress conditions and improve tolerance to cold, heat, and drought stress ((Du et al. 2011; Wahid et al. 2007; Kaplan et al. 2004; Rizhsky et al. 2004). The eT plots, regardless of [CO_2_], showed increased soluble sugar content; including melibiose. Melibiose is a common osmolyte and a byproduct of the hydrolysis of raffinose, via invertase (ElSayed et al. 2014), and has been identified to accumulate under various environmental conditions including drought stress and elevated temperature in both C_3_ and C_4_ species (Rizhsky et al. 2004; Kaplan et al. 2004; Du et al. 2011). Figure 2 shows the relationship of four transcripts negatively associated with melibiose, the strongest of which was MAP3 K. MAPKs are highly conserved signaling modules in eukaryotes involved in cellular responses, including response to stimuli. These cascades trigger activation of transcription factors, via phosphorylation, and other cellular responses to signal a stimulus response (Xu and Zhang 2015). This transcript was annotated as ANP2/NPK1; these enzymes activate stress-related MAPKs activated by ROS (Kovtun et al., 2000). In this study, there was an inverse relationship between MAP3 K expression and melibiose content, suggesting that there was less stress-related signaling in the eT plots.

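In eT at time point A the log2 value of c76208_g1 was 1.83 ± 1.11 (SD, n = 4), a log2 fold change against C of -1.68 (standard error 0.44). It was not a DEG in eT (adjusted p = 0.139 in limma), and 3 of the 4 eT plots lay below all C plots (exact permutation test, n = 4, p = 0.0857). As a main effect over both levels of [CO2], warming changed it by -1.43 (adjusted p = 0.0145 in limma).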

The second transcript highly associated with melibiose was a caffeic acid/5-hydroxyferulic acid O-methyltransferase 1 (COMT). Switchgrass and maize mutants have shown that downregulation of COMT impacts lignin content of biofuel crops specifically decreasing the S-lignin units and improving ethanol yields (Liu et al. 2017; Guillaumie et al. 2008). Downregulation of this transcript could signal a shift from lignin biosynthesis to secondary defense metabolism.

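In eT c77834_g1 had a log2 fold change of -2.67 (standard error 0.86, adjusted p = 0.252 in limma, not a DEG), with 3 of 4 libraries lower than all of C. Its 36 reads over the eT plots included 30 in 1 plot and 0 in eT replicate 3. The warming main effect at time point A was -2.53 (adjusted p = 0.0273 in limma).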

The final two transcripts with a strong negative relationship to melibiose were CRK6 and CYP71A23, annotated as CYP72A26 in the maize genome (Jameson et al. 2008). Both of these transcripts are expressed in the guard cells. CRKs are induced by pathogen infection, and transgenic *Arabidopsis* plants with significantly elevated levels of CRK5 had enhanced leaf growth and increased pathogen resistance (Chen et al. 2003). CRK6 was found to be involved in ROS mediated signal processes with increased transcript abundance after exposure to pathogens, SA, and ROS (Chen et al. 2003, 2004). The decrease in abundance of transcripts involved in guard cell metabolism is interesting and could potentially indicate a stomatal response within the eT and eTeC plots. 

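At time point A c86560_g1 had a log2 fold change of -1.95 in eT (standard error 0.53, adjusted p = 0.160 in limma), with all 4 libraries lower than C and 12 reads over the 4 plots. For c92038_g1 the fold change in eT was -1.62 (standard error 0.44, adjusted p = 0.149 in limma), with 3 of 4 lower than C. Neither was a DEG in eT. The main effect of warming was past the threshold for both, at -1.46 (adjusted p = 0.03998) for c86560_g1 and -1.64 (adjusted p = 0.00620) for c92038_g1.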

The correlation between transcripts that are tightly regulated with complex feedback interactions between environment and cellular metabolism and melibiose lead us to suggest that melibiose functions in osmotic adjustment under eT and eTeC to protect cellular components and enhance acclimation to eT.

### Integration of growth, metabolomic, and transcript data—timepoint B

Time Point B (50 d of treatment) allowed us to test the correlation of leaf biomass and area with metabolite and transcript levels; however, no significant correlations were observed. The low temperatures reported on the day of sampling may have greatly affected the metabolite and transcript levels, hindering the correlation of these datasets with leaf measurements taken at the end of the season. Field conditions are also inherently more variable than controlled environment conditions, but field experiments better represent the variation expected in the future. After 50 d of treatment, we did observe significant correlations between transcripts and metabolites, with the most notable being xylose (Table 2). Xylose is a monosaccharide and a precursor to pyruvate and acetyl-CoA.

The use of linear correlation analysis allowed for the identification of associations that might not have been predicted with traditional methods. Three transcripts, shown in Fig. 3, had a strong positive correlation with xylose content. The strongest correlation was with *Z. mays* cinnamoyl-CoA reductase (CCR1). CCR1 is the entry point into the lignin branch of the phenylpropanoid pathway (Piquemal et al. 1998). The position of CCR in the phenylpropanoid pathway gives this enzyme direct control over the direction of the metabolic flux toward flavonoids or monolignols(Sattler et al. 2017). *ZmCCR1* mutants with a moderate down-regulation of CCR1 activity increased the digestibility of cell walls without severely modifying lignin content (Tamasloukht et al. 2011). The overexpression of *SbMyb60* transcription factor in *Sorghum bicolor* was found to directly impact the monolignol biosynthesis with higher abundance of syringyl lignin, cell wall composition, with increases in soluble phenolic and aromatic amino acids (Scully et al. 2016, 2018). The observed increase in abundance of sinapic acid, phenylalanine, and α-Tocopherol under the eT treatment, regardless of [CO_2_], point to an impact of eT on lignin composition, possibly increased S-type concentrations, although that would need to be tested. In addition to components of cell wall structure, monolignol polymers have been induced under various biotic and abiotic stress conditions (Tronchet et al. 2010; Vincent et al. 2005). A similar heating experiment with both C_4_ and C_3_ grasses was performed at the prairie heating and CO_2_ enrichment site located in Wyoming, USA. A metabolomic profiling of *Bouteloua gracilis*, a C_4_ grass, identified similar responses including an increase in phenolic and sugar content within the senesced leaves of plants grown under elevated temperature and the combination treatment, along with an increase in amino acid content under the elevated temperature with ambient [CO_2_] (Suseela et al. 2014).

Sugars are continuously moving thru the phloem from source to sink and convey signaling information along the way, including regulation of flowering time (Gibson 2005). In several species adding exogenous sucrose and possibly other sugars promotes flowering (Cho et al. 2018). Interestingly, xylose was identified to have two significant positive correlations with flowering time-related genes, FT and ZCN12 (AtTFL1, Fig. 3c, d). The *Arabidopsis* orthologs are two closely related genes that are key integrators of flowering transition pathways. These two genes have antagonistic functions in the flower transition pathway; FT promotes flowering and TFL1 suppresses the transition (Shannon and Meekswagner 1991). Unlike the ortholog gene, ZCN12 belongs to the FT-like II group, primarily expressed in the leaf blades, and is activated after floral transition and is continually express thru late stages of vegetative development (Danilevskaya et al. 2010). FT-like proteins mediate numerous processes including growth, plant architecture, fruiting and tuber formation (Pin and Nilsson 2012). Recent evidence has shown FT can act as a cell autonomous regulator of stomatal guard cell opening and closure (Kinoshita et al. 2011). Kinoshita and colleagues showed overexpression of FT in *Arabidopsis* increased H^+^-ATPases activity within the guard cells, suggesting that FT likely influences the stomatal opening/closure via regulation of H^+^-ATPase. 

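In eT at time point B the log2 fold change against C was 2.41 for c77009_g3 (standard error 0.54, adjusted p = 0.196 in limma) and 3.18 for c64038_g2 (standard error 0.65, adjusted p = 0.136 in limma). Neither was a DEG in eT, although all 4 eT plots lay above the C plots for both (two-sided exact permutation test, n = 4, p = 0.0286). In eC, too, all 4 plots of c64038_g2 lay above the C plots (log2 fold change 2.08, adjusted p = 0.677 in limma), as did 1 of 4 for c77009_g3 (1.23, adjusted p = 0.734). The main effect of warming was 1.79 for c77009_g3 and 2.28 for c64038_g2 (adjusted p = 0.0970 and 0.0778 in limma).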

The accumulation of FT related transcripts within eT and eCeT could offer an additional regulation of stomatal function correlating with the osmotic adjustment provided from the accumulation of soluble sugars, such as melibiose and xylose.

## Conclusion

This study investigated tropical Guinea grass response to global atmospheric change and rising temperature in the field. Although warming treatments in temperate regions often decreased productivity, heating the canopy 1.5 °C above ambient in this experiment resulted in increased leaf area and biomass. Field transcriptomics and metabolomics identified metabolic pathways that were altered by growth at elevated [CO_2_] and temperature. Melibiose and xylose content were greater in plants exposed to elevated temperature, and content of these sugars was significantly correlated to the expression of genes involved in secondary metabolism, defense response, and stomatal function. We hypothesize that the metabolite and transcript responses were associated with alleviation of stress and greater growth at elevated temperature.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1 (CSV 85 kb)

Supplementary material 2 (CSV 57 kb)

Supplementary material 3 (CSV 8 kb)

Supplementary material 4 (DOCX 967 kb)

## Data Availability

The metabolomics and metadata reported in this paper are available via the NIH Common Fund’s Data Repository and Coordinating Center (supported by NIH grant, U01-DK097430) website, the Metabolomics Workbench, http://www.metabolomicsworkbench.org, where it has been assigned Project ID (PR000717). The data can be accessed directly via it’s Project DOI: 10.21228/M80M50. The transcriptomic and metadata reported in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO series accession number GSE122194 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122194https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122194).

## References

[CR1] Araujo LC, Santos PM, Rodriguez D, Pezzopane JRM, Oliveira PPA, Cruz PG (2013). Simulating guinea grass production: Empirical and mechanistic approaches. Agronomy Journal.

[CR2] Bilgin DD, DeLucia EH, Clough SJ (2009). A robust plant RNA isolation method suitable for Affymetrix GeneChip analysis and quantitative real-time RT-PCR. Nature Protocols.

[CR3] Boval M, Dixon RM (2012). The importance of grasslands for animal production and other functions: A review on management and methodological progress in the tropics. Animal.

[CR100] Cai C, Yin X, He S, Jiang W, Si C, Struik PC (2016). Responses of wheat and rice to factorial combinations of ambient and elevated CO_2_ and temperature in FACE experiments. Global Change Biology.

[CR101] Cardoso AS, Berndt A, Leytem A, Alves BJR, de Carvalho IDO, Soares LHD (2016). Impact of the intensification of beef production in Brazil on greenhouse gas emissions and land use. Agricultural Systems.

[CR4] Chen KG, Du LQ, Chen ZX (2003). Sensitization of defense responses and activation of programmed cell death by a pathogen-induced receptor-like protein kinase in Arabidopsis. Plant Molecular Biology.

[CR5] Chen KG, Fan BF, Du LQ, Chen ZX (2004). Activation of hypersensitive cell death by pathogen-induced receptor-like protein kinases from Arabidopsis. Plant Molecular Biology.

[CR102] Cho LH, Pasriga R, Yoon J, Jeon JS, An G (2018). Roles of sugars in controlling flowering time. Journal of Plant Biology.

[CR6] Danilevskaya ON, Meng X, Ananiev EV (2010). Concerted modification of flowering time and inflorescence architecture by ectopic expression of TFL1-like genes in maize. Plant Physiology.

[CR7] de Assis Britto, Prado CH, Guedes de Camargo-Bortolin L, Castro E, Martinez CA (2016). Leaf dynamics of Panicum maximum under future climatic changes. PLoS ONE.

[CR104] Dieleman WIJ, Vicca S, Dijkstra FA, Hagedorn F, Hovenden MJ, Larsen KS (2012). Simple additive effects are rare: A quantitative review of plant biomass and soil process responses to combined manipulations of CO_2_ and temperature. Global Change Biology.

[CR8] Du HM, Wang ZL, Yu WJ, Liu YM, Huang BR (2011). Differential metabolic responses of perennial grass *Cynodon transvaalensis* x *Cynodon dactylon* (C4) and *Poa pratensis* (C3) to heat stress. Physiologia Plantarum.

[CR9] ElSayed AI, Rafudeen MS, Golldack D (2014). Physiological aspects of raffinose family oligosaccharides in plants: Protection against abiotic stress. Plant Biology.

[CR10] Gibson SI (2005). Control of plant development and gene expression by sugar signaling. Current Opinion in Plant Biology.

[CR11] Guillaumie S, Goffner D, Barbier O, Martinant JP, Pichon M, Barriere Y (2008). Expression of cell wall related genes in basal and ear internodes of silking brown-midrib-3, caffeic acid O-methyltransferase (COMT) down-regulated, and normal maize plants. BMC Plant Biology.

[CR12] Guy C, Kaplan F, Kopka J, Selbig J, Hincha DK (2008). Metabolomics of temperature stress. Physiologia Plantarum.

[CR13] Jameson N, Georgelis N, Fouladbash E, Martens S, Hannah LC, Lal S (2008). Helitron mediated amplification of cytochrome P450 monooxygenase gene in maize. Plant Molecular Biology.

[CR14] Joshi V, Joung JG, Fei ZJ, Jander G (2010). Interdependence of threonine, methionine and isoleucine metabolism in plants: Accumulation and transcriptional regulation under abiotic stress. Amino Acids.

[CR15] Kaplan F, Kopka J, Haskell DW, Zhao W, Schiller KC, Gatzke N (2004). Exploring the temperature-stress metabolome of Arabidopsis. Plant Physiology.

[CR16] Kinoshita T, Ono N, Hayashi Y, Morimoto S, Nakamura S, Soda M (2011). FLOWERING LOCUS T regulates stomatal opening. Current Biology.

[CR17] Kovtun Y, Chiu WL, Tena G, Sheen J (2000). Functional analysis of oxidative stress-activated mitogen-activated protein kinase cascade in plants. Proceedings of the National academy of Sciences of the United States of America.

[CR18] Langfelder P, Horvath S (2008). WGCNA: an R package for weighted correlation network analysis. BMC Bioinformatics.

[CR105] Langridge P, Fleury D (2011). Making the most of ‘omics’ for crop breeding. Trends in Biotechnology.

[CR106] Leakey ADB, Bishop KA, Ainsworth EA (2012). A multi-biome gap in understanding of crop and ecosystem responses to elevated CO_2_. Current Opinion in Plant Biology.

[CR19] Leakey ADB, Uribelarrea M, Ainsworth EA, Naidu SL, Rogers A, Ort DR (2006). Photosynthesis, productivity, and yield of maize are not affected by open-air elevation of CO_2_ concentration in the absence of drought. Plant Physiology.

[CR20] Liu SJ, Fu CX, Gou JQ, Sun L, Huhman D, Zhang YW (2017). Simultaneous downregulation of MTHFR and COMT in switchgrass affects plant performance and induces lesion-mimic cell eeath. Frontiers in Plant Science.

[CR21] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biology.

[CR107] Lovell JT, Shakirov EV, Schwartz S, Lowry DB, Aspinwall MJ, Taylor SH (2016). Promises and challenges of eco-physiological genomics in the field: Tests of drought responses in Switchgrass. Plant Physiology.

[CR108] Meyer E, Aspinwall MJ, Lowry DB, Palacio-Mejia JD, Logan TL, Fay PA (2014). Integrating transcriptional, metabolomic, and physiological responses to drought stress and recovery in switchgrass (*Panicum virgatum L.*). BMC Genomics.

[CR22] Obata T, Fernie AR (2012). The use of metabolomics to dissect plant responses to abiotic stresses. Cellular and Molecular Life Sciences.

[CR23] Obata T, Witt S, Lisec J, Palacios-Rojas N, Florez-Sarasa I, Yousfi S (2015). Metabolite profiles of maize leaves in drought, heat, and combined stress field trials reveal the relationship between metabolism and grain yield. Plant Physiology.

[CR109] Pedreira BC, Pedreira CGS, Lara MAS (2015). Leaf age, leaf blade portion and light intensity as determinants of leaf photosynthesis in *Panicum maximum* Jacq. Grassland Science.

[CR110] Piquemal J, Lapierre C, Myton K, O’Connell A, Schuch W, Grima-Pettenati J (1998). Down-regulation of cinnamoyl-CoA reductase induces significant changes of lignin profiles in transgenic tobacco plants. Plant Journal.

[CR24] Pin PA, Nilsson O (2012). The multifaceted roles of FLOWERING LOCUS T in plant development. Plant, Cell and Environment.

[CR25] Ramankutty N, Evan AT, Monfreda C, Foley JA (2008). Farming the planet: 1. Geographic distribution of global agricultural lands in the year 2000. Global Biogeochemical Cycles.

[CR26] Ritchie ME, Phipson B, Wu D, Hu YF, Law CW, Shi W (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Research.

[CR27] Rizhsky L, Liang HJ, Shuman J, Shulaev V, Davletova S, Mittler R (2004). When defense pathways collide. The response of Arabidopsis to a combination of drought and heat stress. Plant Physiology.

[CR111] Ruiz-Vera UM, Siebers MH, Drag DW, Ort DR, Bernacchi CJ (2015). Canopy warming caused photosynthetic acclimation and reduced seed yield in maize grown at ambient and elevated CO_2_. Global Change Biology.

[CR112] Ryan EM, Ogle K, Zelikova TJ, LeCain DR, Williams DG, Morgan JA (2015). Antecedent moisture and temperature conditions modulate the response of ecosystem respiration to elevated CO_2_ and warming. Global Change Biology.

[CR28] Sattler SA, Walker AM, Vermerris W, Sattler SE, Kang C (2017). Structural and biochemical characterization of cinnamoyl-CoA reductases. Plant Physiology.

[CR29] Scully ED, Gries T, Palmer NA, Sarath G, Funnell-Harris DL, Baird L (2018). Overexpression of SbMyb60 in *Sorghum bicolor* impacts both primary and secondary metabolism. New Phytologist.

[CR30] Scully ED, Gries T, Sarath G, Palmer NA, Baird L, Serapiglia MJ (2016). Overexpression of SbMyb60 impacts phenylpropanoid biosynthesis and alters secondary cell wall composition in Sorghum bicolor. Plant Journal.

[CR31] Shannon S, Meekswagner DR (1991). A mutation in the Arabidopsis TFL1 gene affects inflorescence meristem development. Plant Cell.

[CR114] Sicher RC, Barnaby JY (2012). Impact of carbon dioxide enrichment on the responses of maize leaf transcripts and metabolites to water stress. Physiologia Plantarum.

[CR32] Still CJ, Berry JA, Collatz GJ, DeFries RS (2003). Global distribution of C-3 and C-4 vegetation: Carbon cycle implications. Global Biogeochemical Cycles.

[CR115] Sui N, Yang Z, Liu ML, Wang BS (2015). Identification and transcriptomic profiling of genes involved in increasing sugar content during salt stress in sweet sorghum leaves. BMC Genomics.

[CR33] Sun JF, Xia ZW, He TX, Dai WW, Peng B, Liu J (2017). Ten years of elevated CO_2_ affects soil greenhouse gas fluxes in an open top chamber experiment. Plant and Soil.

[CR34] Suseela V, Triebwasser-Freese D, Linscheid N, Morgan JA, Tharayil N (2014). Litters of photosynthetically divergent grasses exhibit differential metabolic responses to warming and elevated CO_2_. Ecosphere.

[CR35] Svensson BM, Carlsson BA, Melillo JM (2018). Changes in species abundance after seven years of elevated atmospheric CO_2_ and warming in a Subarctic birch forest understorey, as modified by rodent and moth outbreaks. Peer J.

[CR36] Tamasloukht B, Lam M, Martinez Y, Tozo K, Barbier O, Jourda C (2011). Characterization of a cinnamoyl-CoA reductase 1 (CCR1) mutant in maize: Effects on lignification, fibre development, and global gene expression. Journal of Experimental Botany.

[CR37] Toledo-Silva G, Cardoso-Silva CB, Jank L, Souza AP (2013). De novo transcriptome assembly for the tropical grass *Panicum maximum* Jacq. PLoS ONE.

[CR38] Tronchet M, Balague C, Kroj T, Jouanin L, Roby D (2010). Cinnamyl alcohol dehydrogenases-C and D, key enzymes in lignin biosynthesis, play an essential role in disease resistance in Arabidopsis. Molecular Plant Pathology.

[CR39] Ulanov A, Widholm JM (2010). Metabolic profiling to determine the cause of the increased triphenyltetrazolium chloride reduction in mannitol-treated maize callus. Journal of Plant Physiology.

[CR40] Vincent D, Lapierre C, Pollet B, Cornic G, Negroni L, Zivy M (2005). Water deficits affect caffeate O-methyltransferase, lignification, and related enzymes in maize leaves. A proteomic investigation. Plant Physiology.

[CR41] Wahid A, Gelani S, Ashraf M, Foolad MR (2007). Heat tolerance in plants: An overview. Environmental and Experimental Botany.

[CR42] Wall GW, Brooks TJ, Adam R, Cousins AB, Kimball BA, Pinter PJ (2001). Elevated atmospheric CO_2_ improved Sorghum plant water status by ameliorating the adverse effects of drought. New Phytologist.

[CR43] Xu J, Zhang SQ (2015). Mitogen-activated protein kinase cascades in signaling plant growth and development. Trends in Plant Science.

[CR44] Yamakawa H, Hakata M (2010). Atlas of rice grain filling-related metabolism under high temperature: Joint analysis of metabolome and transcriptome demonstrated inhibition of starch accumulation and induction of amino acid accumulation. Plant and Cell Physiology.

# Supplementary material for: Metabolite and transcript profiling of Guinea grass (Panicum maximum Jacq) response to elevated [CO2] and temperature
**Source:** Metabolomics. 2019 Mar 25;15(4):51. doi: 10.1007/s11306-019-1511-8
**Supplement:** Supplementary file 4 — Supplementary material 4

**Supplemental Content**

Metabolite and transcript profiling of Guinea grass (*Panicum maximum* Jacq) response to elevated [CO_2_] and temperature

*Metabolomics*

Jessica M. Wedow, Craig R. Yendrek, Tathyana R. Mello, Silvana Creste, Carlos A. Martinez, Elizabeth A. Ainsworth^1,2*^

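This file gives, for each transcript that is both a DEG of eCeT at time point A and a member of a network module, its module number, its change against C and the test statistics of limma. It lists 139 transcripts of 8 modules. In the log2 values used here 48 of them were higher and 91 lower in eCeT, and 96 were DEG.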

**Supplemental File 1.** Differentially expressed genes (DEG) within each weighted gene correlations network analysis (WGCNA) module for time point A. Values show the elevated CO_2_ and elevated temperature (eCeT) treatment compared to ambient control (C) based on LIMMA analysis.

**Supplemental File 2:** Differentially expressed genes (DEGs) in combined elevated CO_2_ and elevated temperature (eCeT) treatments from time points A and B. The log2 fold change (log2FC) is shown along with statistical analysis of differential gene expression.

**Supplemental File 3:** Linear correlation coefficient (r) and significance (Adj.P) of linear relationships between metabolites and transcripts sampled at Time Point B.

**Supplemental Table 1: Weighted gene correlation network analysis (WGCNA) signed network statistics for time point A with GO-term enrichment analysis.** Minimum module size was 75 genes. The genes contained within a module were used to identify significantly increased GO-Enrichment biological process terms (*P*<0.01). Metabolites listed were significantly correlated with the corresponding module (*P*<0.05, |r| ≥ 0.75). *Module: WGCNA gene grouping, Number of Genes: total number of genes within each module, Number of DEG: total number of differentially expressed genes within each module, Metabolite (P,r): Linear correlation between module eigengen based connectivity and gene significance for metabolite (p value and correlation coefficient), GO-term enrichment: gene ontology enrichment of total number of genes within the module.*

| **Module** | **Number**  **of Genes** | **Number**  **of DEG** | **Metabolite**  **(*P*, r)** | **GO-term Enrichment**  **(GO-term ID; Fold Enrichment)** |
| --- | --- | --- | --- | --- |
| 1 | 1719 | 2 | - | Phosphate-containing compound metabolic process  (GO:0006796; 1.67) |
| 2 | 1260 | 9 | - | Gibberellin biosynthetic process  (GO:0009686; 12.82)  Cell surface receptor signaling  (GO:0007166; 3.81)  Protein phosphorylation  (GO:0006468; 2.74) |
| 3 | 948 | 84 | Melibiose  (5.8e-04, -0.76) | Defense response to oomycetes  (GO:0002229; 12.7)  Transmembrane receptor protein tyrosine kinase signaling  (GO:0007169; 6.94)  Response to bacterium  (GO:0009617; 6.94) |
| 4 | 536 | 2 | - | Protein phosphorylation  (GO:0006468; 2.71)  Defense response  (GO:0006952; 2.19) |
| 5 | 484 | 35 | - | Oxylipin biosynthesis  (GO:0031408; 17.06)  Terpenoid biosynthesis  (GO:0046246; 9.22)  Response to wounding  (GO:0009611; 5.03)  Hormone biosynthesis  (GO:0042446; 4.24)  Secondary metabolite biosynthesis  (GO:0044550; 3.85)  Defense response to other organisms  (GO:0098542; 2.28)  Oxidation-reduction process  (GO:0055114; 2.23) |
| 6 | 444 | 2 | - | Response to wounding  (GO:0009611; 6.20) |

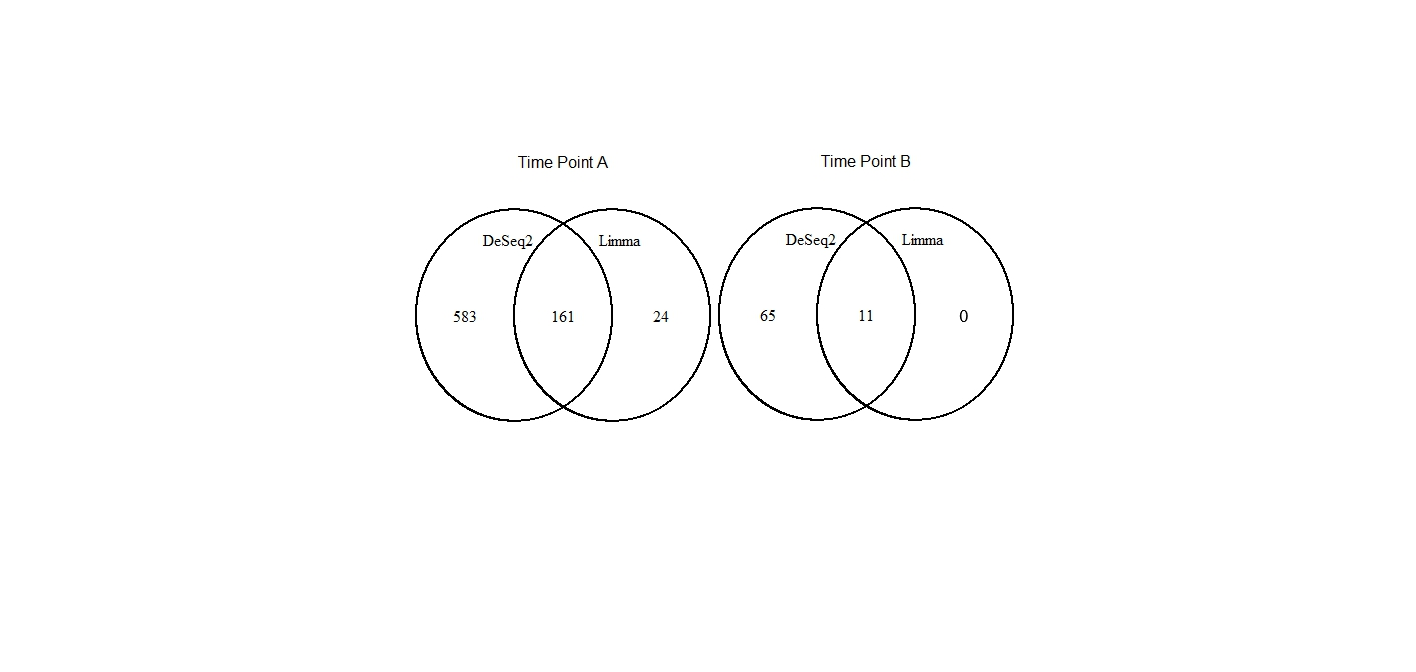

**Supplemental Figure 1. Comparison of statistical methods for RNAseq.** Venn diagram of differentially expressed genes (p<0.05) in the combined elevated [CO_2_], elevated temperature treatment comparing LIMMA and DESeq2 analyses for time points A and time point B.

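The diagram compares 2 ways of testing the same reads: limma, which models log2 values with a variance shared across transcripts, and DESeq2, which models counts. DESeq2 was not run here. At an adjusted p under 0.05, limma on the deposited log2 values called 180 transcripts for eCeT at time point A and 41 at time point B. With voom on the recovered reads it called 185 and 11.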

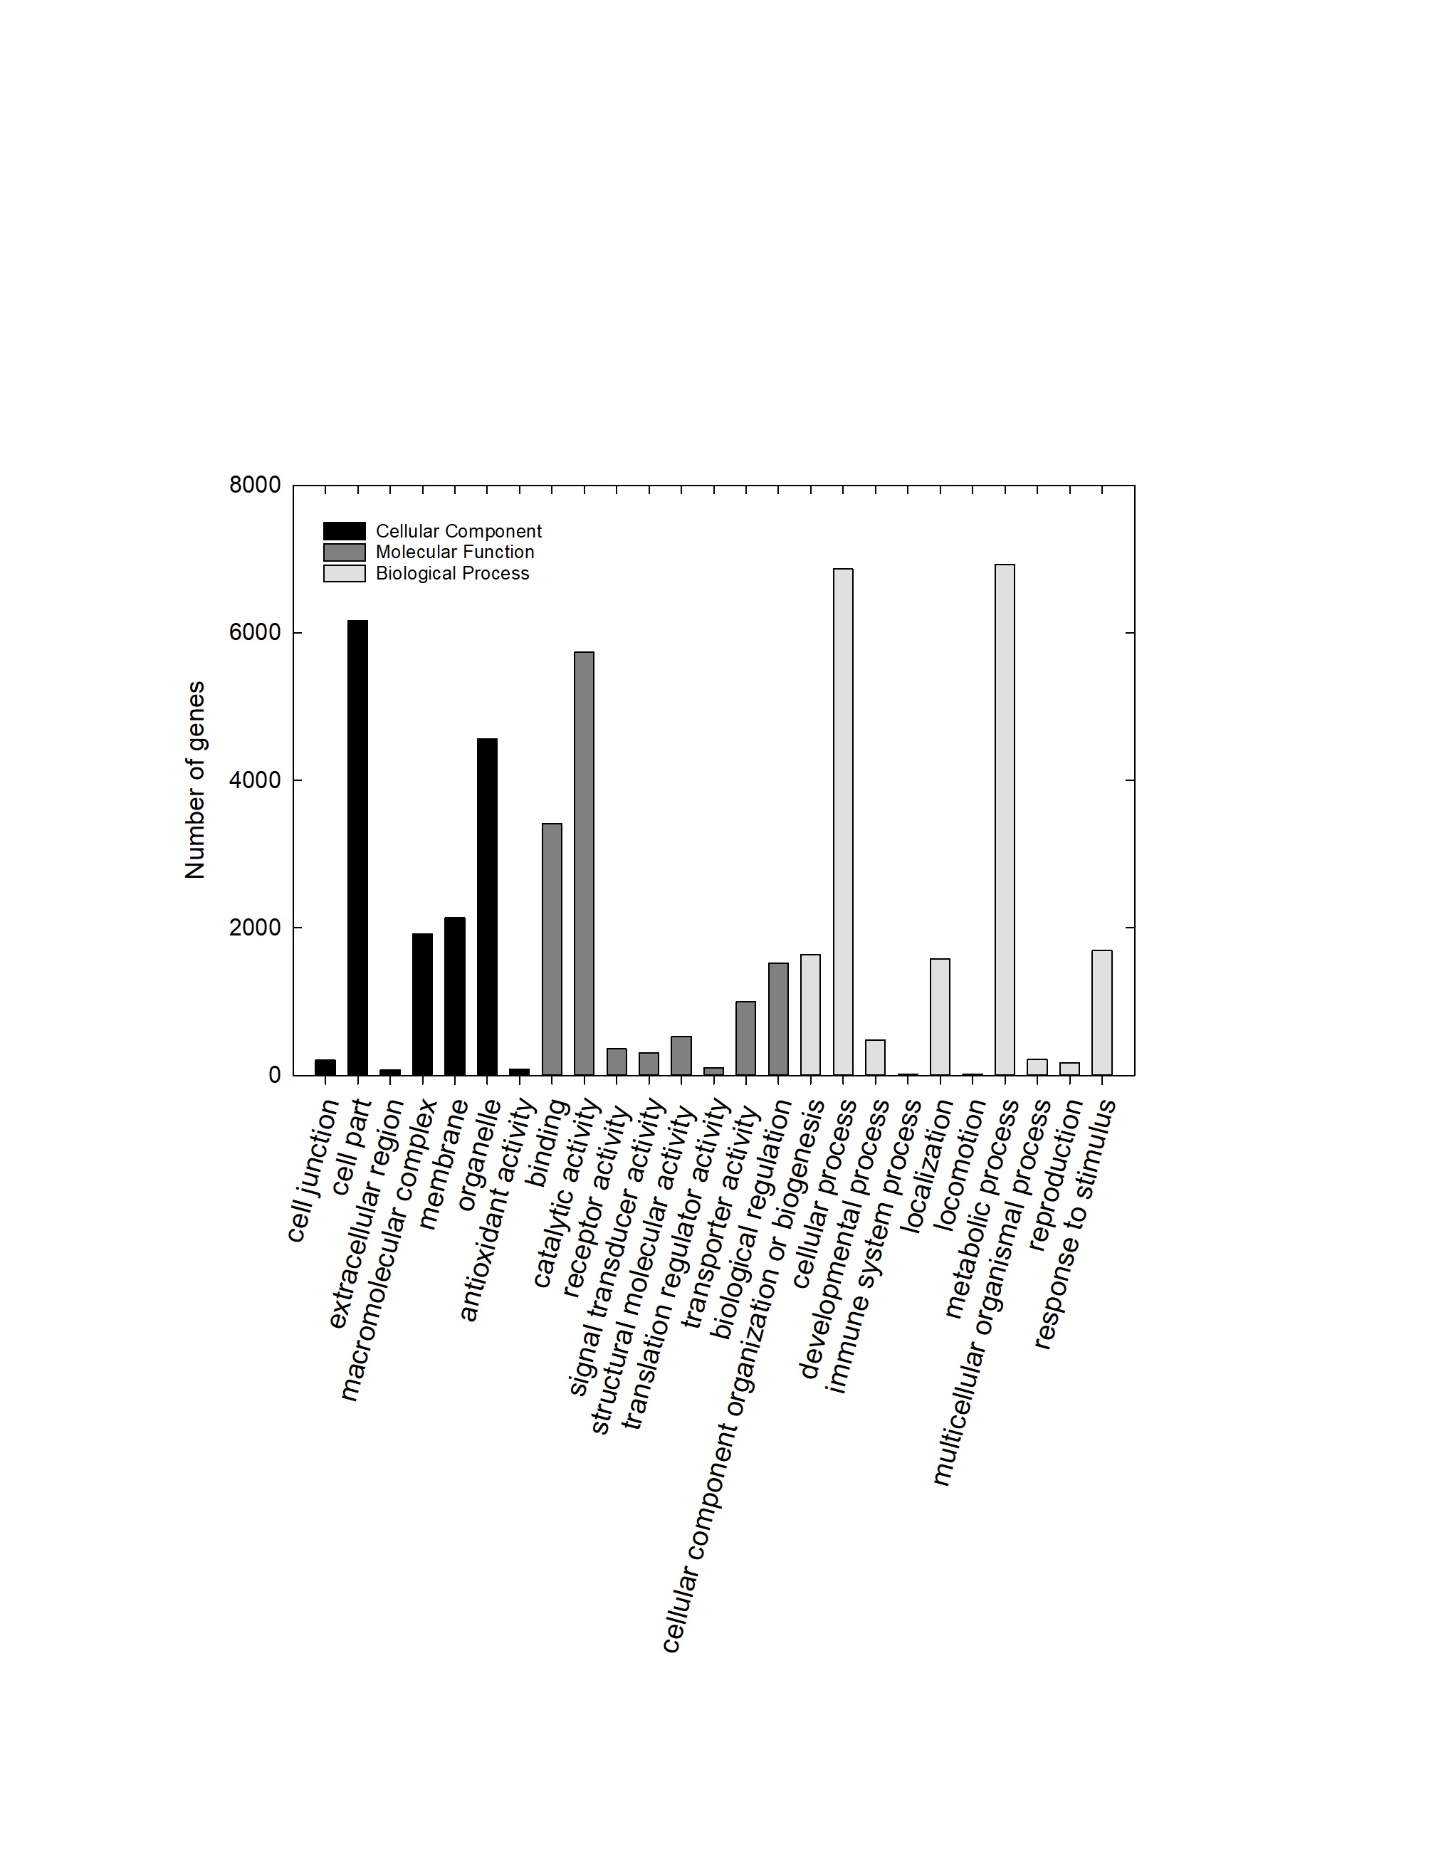

**Supplemental Figure 2: Gene ontology ‘slim’ classification of the *Panicum maximum* transcriptome.** The number of unigenes assigned to each GO slim terms in the *P. maximum* transcriptome is shown in the bar chart. Transcripts were classified into three categories: cellular components, molecular functions and biological processes. 11,538 total classified unigenes. False discovery rate of 0.05 was applied and categories with less than 10 genes were removed.

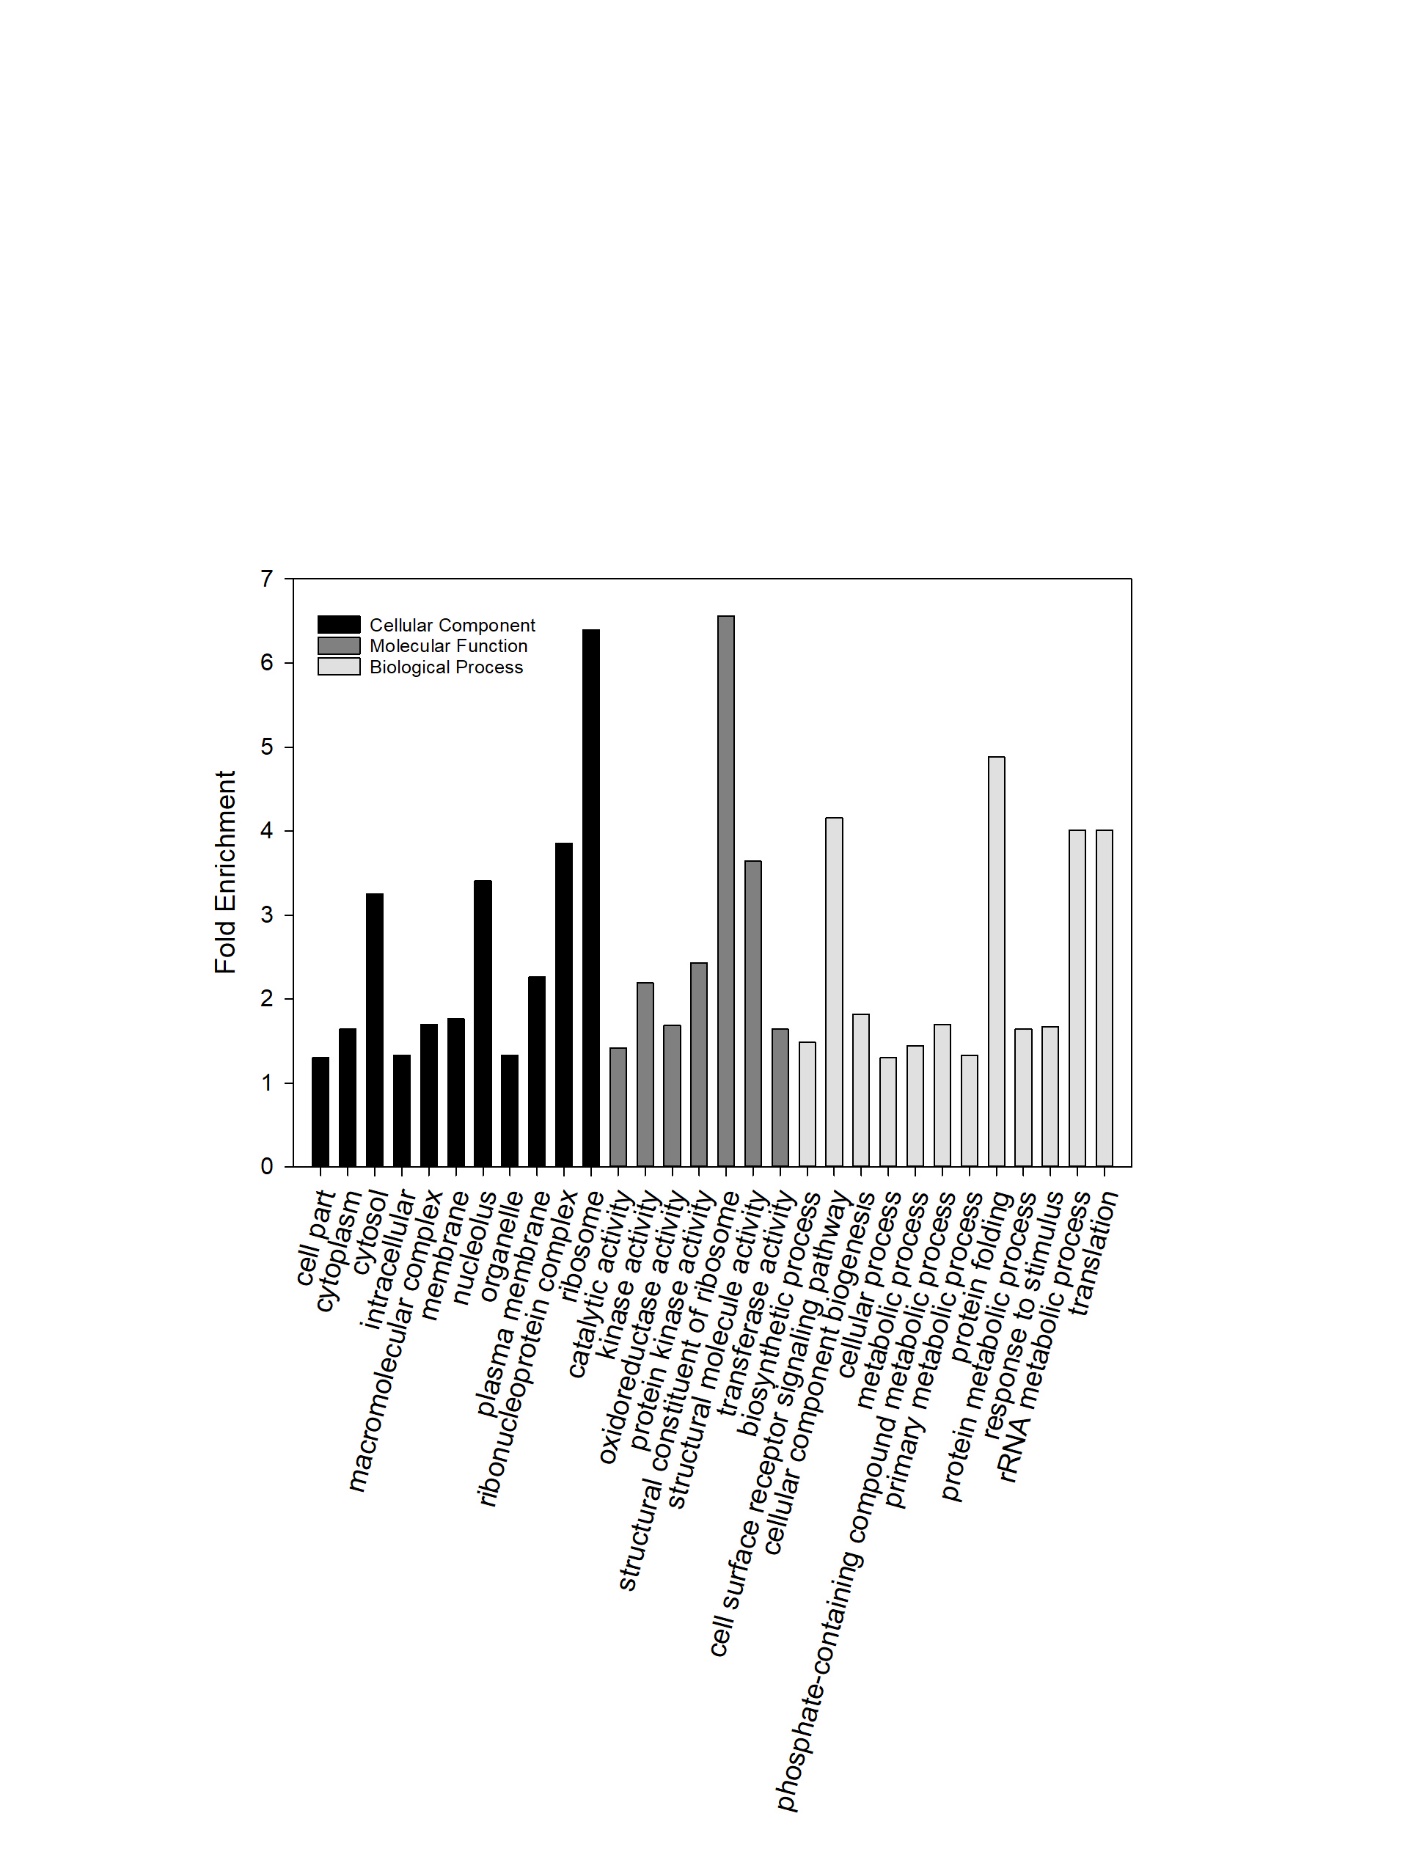

**Supplemental Figure 3: Gene ontology ‘slim’ classification of differently expressed genes (DEG) in plants grown in the combined elevated [CO_2_], elevated temperature treatment in time point A.** The average fold enrichment for groups of transcripts assigned to each GO slim term is shown. Transcripts were classified into three categories: cellular components, molecular functions and biological processes. 666 total genes were classified. A false discovery rate of 0.05 was applied.

**
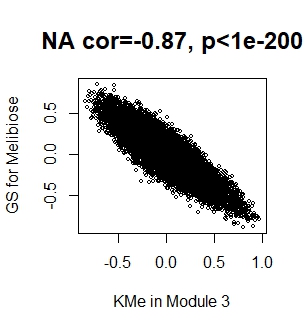
**

**Supplemental Figure 4:** Correlation between module membership in Module 3 and gene significance (GS) for melibiose. Eigengen based connectivity of module membership measure is plotted on the x axis (KMe). Correlation coefficient -0.87 and p<0.0001.

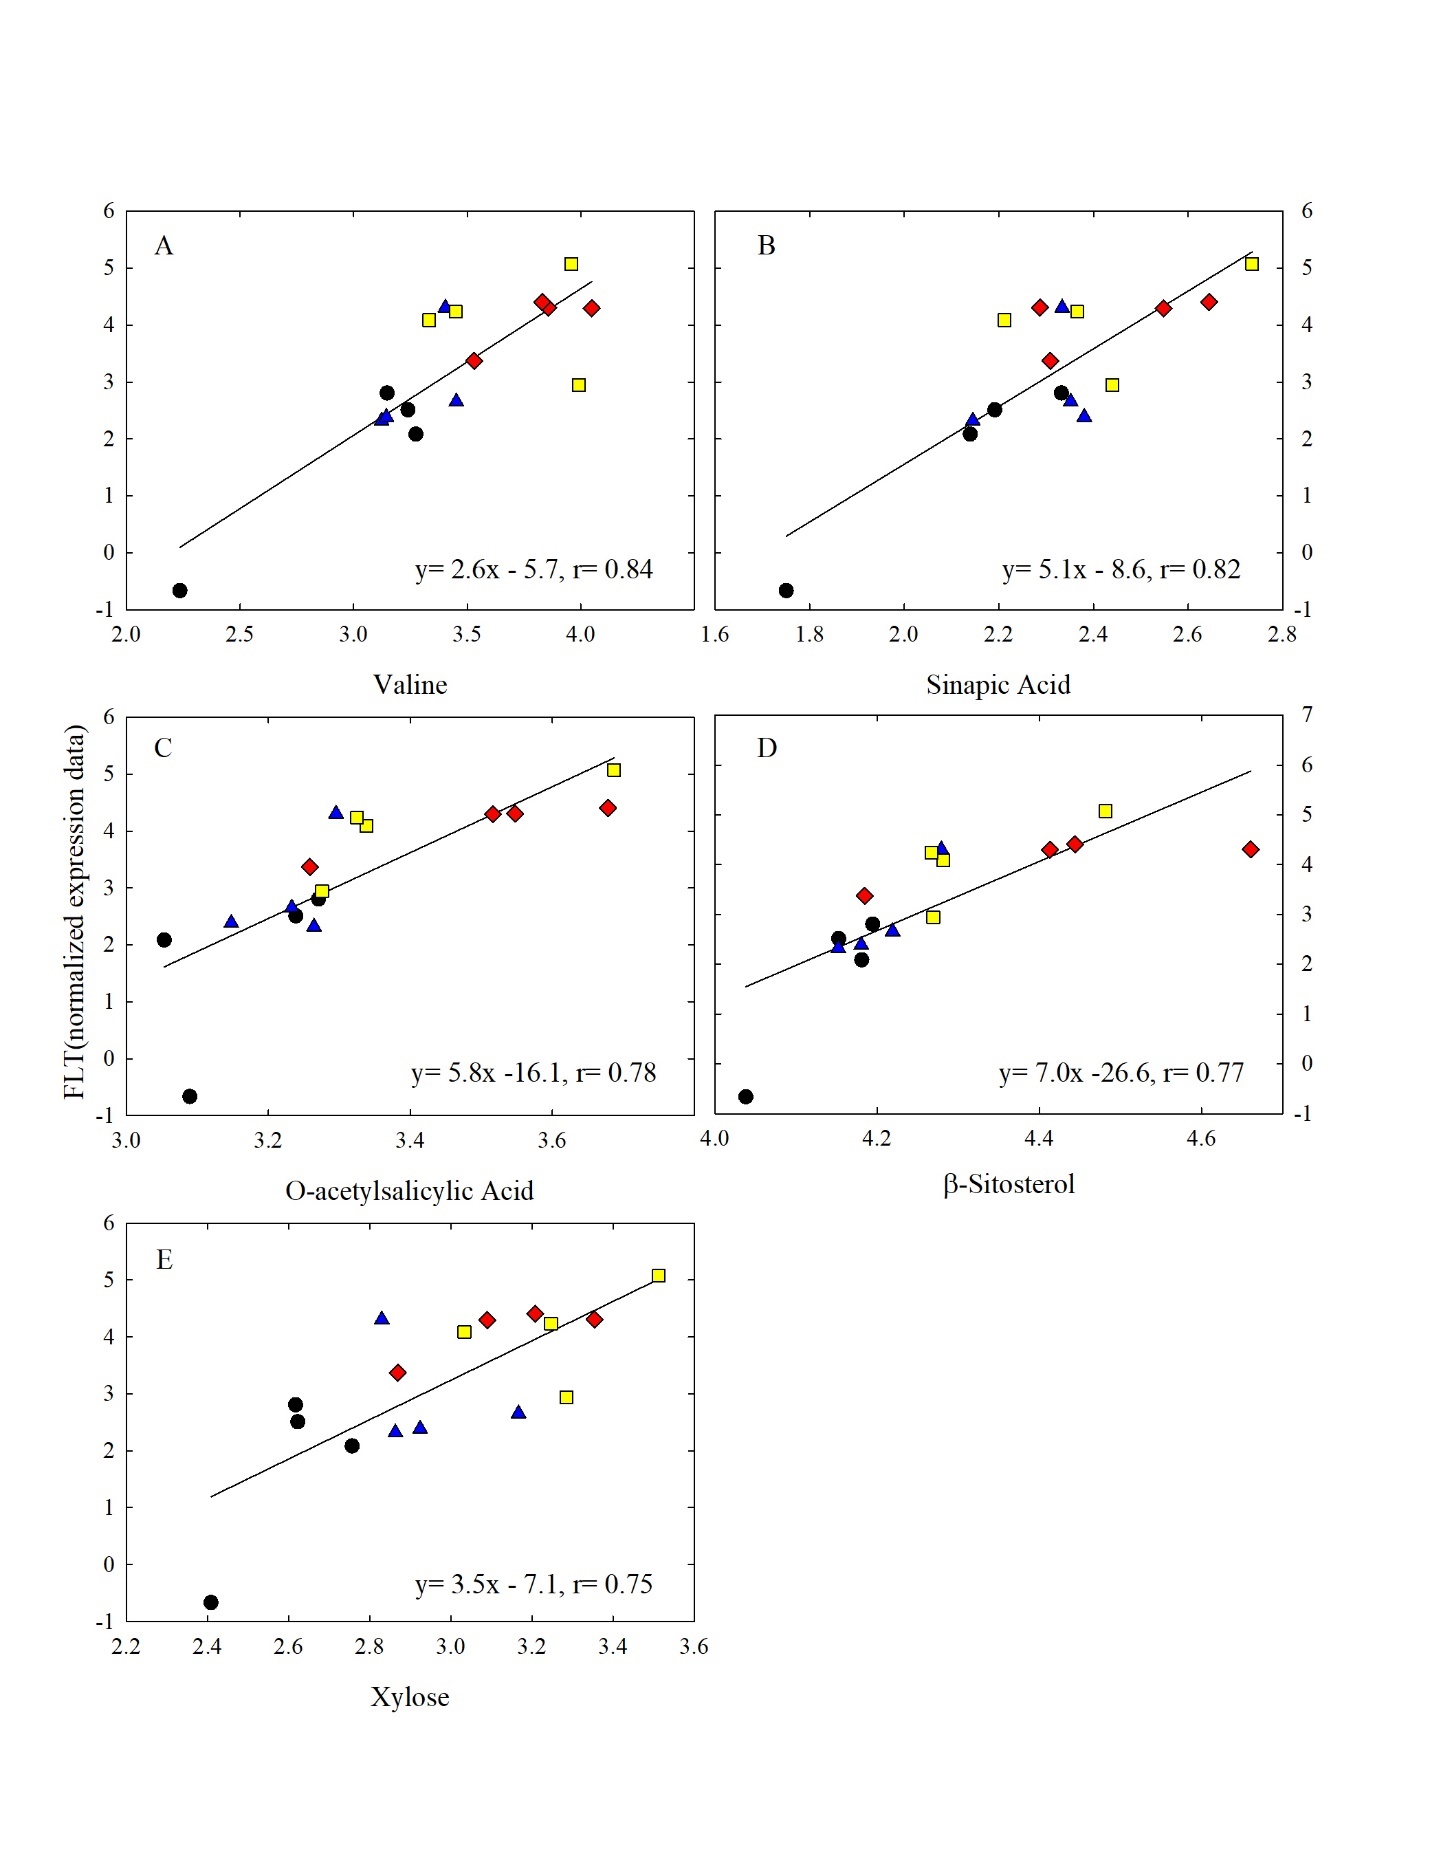

**Supplemental Figure 5: Linear correlations, from Time Point B, with Flowering Locus T and metabolite content.**  ‘At1g65480’ FLT (normalized expression level) correlation with metabolite [Log_10_ (relative concentration/ 100mg DW)] (A) Valine, (B) Sinapic acid, (C) O-acetylsalicylic acid, (D) β- Sitosterol, (E) Xylose. *Ambient (black, circle), elevated [CO_2_] (blue, triangle), elevated temperature (red, diamond), combination (yellow, square).*  *Linear regression equation and correlation coefficient are denoted on each panel.*

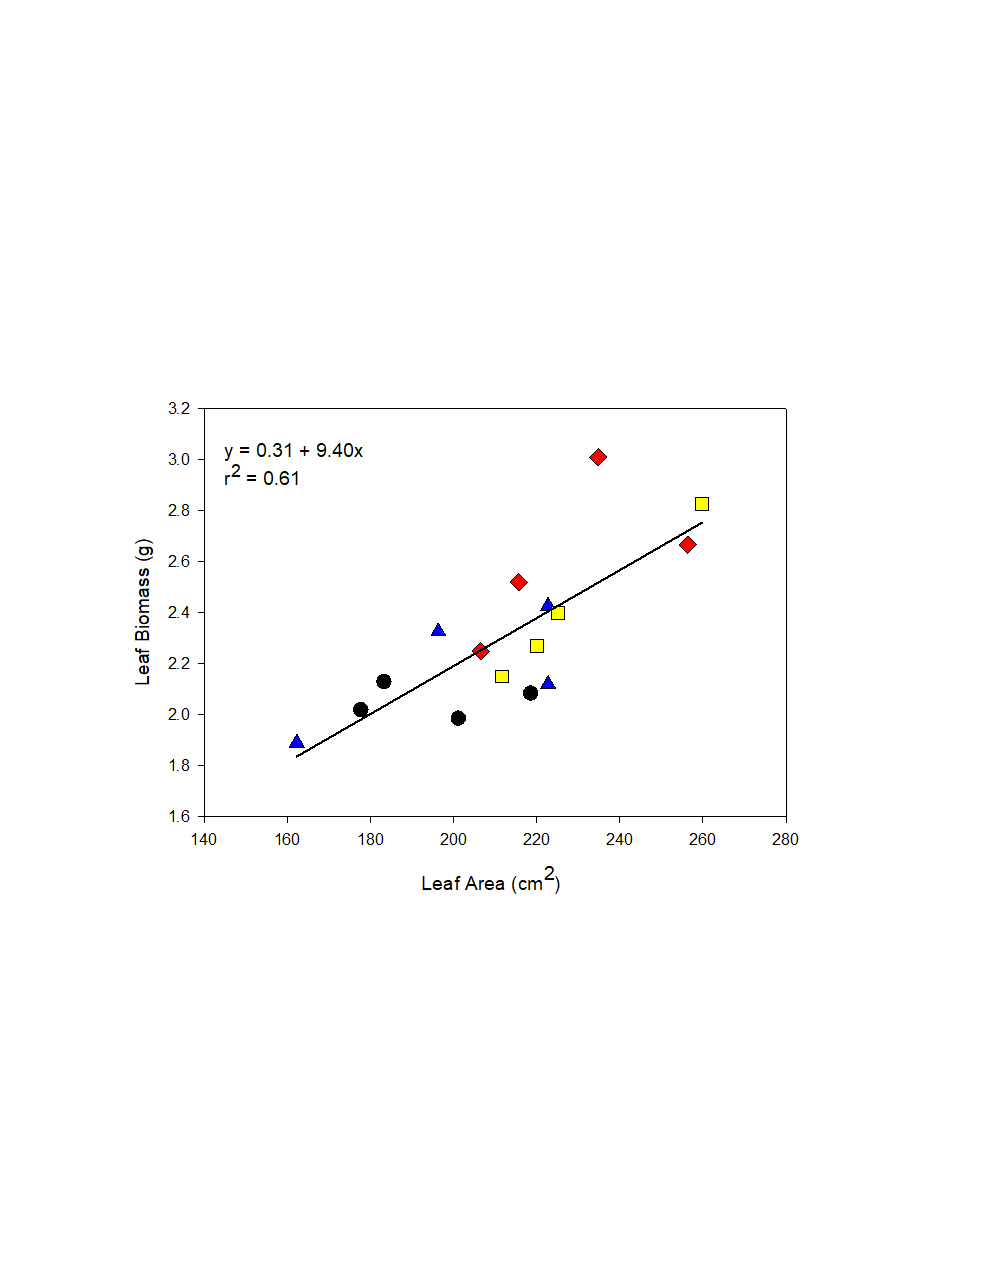

**Supplemental Figure 6: Relationship between individual leaf biomass and leaf area.** The linear correlation of Guinea grass individual leaf area and leaf biomass measured on Aug 22-29, 2014. *Ambient [CO_2_] and temperature (black, circle), Elevated [CO_2_], ambient temperature (blue, triangle), Ambient [CO_2_], Elevated temperature (red, diamond), Elevated [CO_2_] and temperature (yellow, square).*

How the deposited data were processed for this re-analysis (not part of the article)

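RNA-seq libraries from leaves of Guinea grass were analysed for 4 treatments (C, eC, eT and eCeT), 2 time points (30 and 50 days of treatment) and 4 plots per group, 32 libraries in all. The replicate number of a library is the ring number in its label, and the labels number the 16 plots separately; each ring holds 1 plot of each treatment, sampled at both time points. The paper and the labels give 50 days for time point B, but the paper's methods date it in June and the description of the data set in July, so its distance from time point A is uncertain. The MiSeq pool used for the assembly has no processed file and was left out.

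The authors deposited log2 values for 39208 transcripts, which they computed with the TMM scaling and the voom form of limma: the reads of a transcript plus 0.5, divided by an effective library size in units of 1e6. They also deposited FPKM for 45073 transcripts of their filtered assembly. The text of the paper does not name the aligner or the counting program. In the FPKM table the header lines contradict each other in 3 columns of the control, so 29 columns were used. In the log2 table each library's lowest value is that of 0 reads. From it, reads were recovered as whole numbers, within 0.02 of a whole number for 100% of the values up to 1000 reads. The recovered reads per library lay between 6148491 and 15638548. A count of 0 in a library, and of 3 or fewer over a group, gives only a limit on a change, and such limits and intervals (95%, exact) cover counting error only. In single libraries up to 53.9% of the reads fell on the 10 largest transcripts, and the effective library size was 0.61 to 1.42 times the recovered reads.

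All tests across transcripts used limma 3.58.1 in R 4.3.3 on the deposited log2 values, with 1 linear model of the 8 groups over the 32 libraries, empirical Bayes moderation with a trend, and Benjamini-Hochberg adjustment. Calls were made at an adjusted p under 0.1, as in the paper. The contrasts were each treatment against C at each time point, the main effects of warming and [CO2], their interaction, eCeT against eT, time point B against A, and the difference of the eCeT effect between the time points. The design, set before the files were opened, named a count model for a table of counts and limma with a trend for log2 values, and the second applied. Distances between libraries were Euclidean over all log2 values. Their separation by time point was tested exactly within plots, that by warming or [CO2] exactly over all arrangements, and that by treatment with 100000 permutations. The distances within groups were compared with exact permutation tests. These steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

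The tests were run first on simulated data. Counts of the 39208 transcripts were drawn for all 32 libraries from the means over these libraries and their effective sizes. In eCeT at time point A 200 transcripts were changed, and eCeT against C was tested there. limma with the trend recovered 28%, 56.5% and 80.5% of 2-, 4- and 8-fold changes, with 5, 15 and 18 false calls, and voom recovered 28%, 66% and 79.5%.

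Transcripts are named in the text by a rule written before the files were opened: those that the paper's results name and Supplemental Files 1 to 3 pair with an identifier; for eCeT against C at each time point the 2 rising and 2 falling DEG with the largest change whose plots were fully apart; and every transcript called in a contrast with 5 or fewer calls. The paper's values for the first kind had been seen. The transcript c78052_g1 falls outside this rule and was chosen after its values were seen. Gene names are matches to Arabidopsis or maize in the paper's files, which are the only source of names.

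The alternatives were another filter (a mean of at least 1 CPM in a group), quantile normalization, centring on the median, the FPKM table (pseudocount 1), no variance trend, robust moderation, array weights, only the 16 libraries of a time point or the 2 groups compared, the replicate number as a block, the plot as a random effect, an adjusted p under 0.05, and each plot left out, and for distances the 500 most variable transcripts and 1 minus the Spearman correlation. Voom had been planned only for a table of counts. Alternatives added after the data were seen were voom on the recovered reads, 5 reads added, no TMM scaling, the FPKM table with pseudocounts of 0.1 and 0.01, and for the spread within groups the first 2 MDS dimensions. The separation of warmed from other plots is a result added after the files were opened. Metabolite values were not analysed here, so no correlation with metabolites, network module or overrepresentation of GO categories was computed.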

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

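The tests of depth, normalization, abundant transcripts and mislabelling for the warming response were set before their results were seen. Those on the rings (the replicate numbers, which the labels share between treatments) were chosen after values they draw on had been seen, except the test that leaves out abundant transcripts. The values without TMM scaling also come from an alternative chosen after the data were seen.

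Warming was analysed as a main effect, which the paper does not report. Of the 1477 transcripts called for it at time point A, 1042 are in none of the paper's lists. In the other splits of the 16 libraries drawn, 1 of 100 splits, the real one, gave as many calls, which argues against chance. A difference in depth is argued against by thinning every library to 6148491 reads, which kept 59.17% of the calls with their sign. Other normalizations kept most of the calls in 3 cases: 84.83% under median centring, 88.22% under quantile normalization, and 91.94% with reads per library size without TMM scaling and without each library's 10 largest transcripts. With those transcripts left in and no TMM scaling, 451 of the 1477 were kept, and with the FPKM table 345. The 3 shares argue against the authors' normalization as the whole cause, and the 91.94% against abundant transcripts. The lower count without TMM scaling shows that many of the calls depend on the scaling. The FPKM table also lacks C replicate 4 at time point A, so its count does not show this alone. A single mislabelled library is argued against because each omission of a library left at least 750 calls. That count was without eT replicate 3; without C replicate 2, eC replicate 2 and eT replicate 4 the counts were 782, 961 and 882. The response was alike at both levels of [CO2]: of the 500 transcripts with the smallest p for eT against C, 86.4% had the same sign in eCeT against eC. In 2 of 70 arrangements of those 8 libraries the share was as large (one-sided exact test, p = 0.0286). The share at time point B was 66.4% (one-sided exact test, p = 0.243). A response of the leaves to warming is a candidate explanation, as a hypothesis found and tested on the same libraries. GC content and transcript length could not be tested, because no sequences were analysed here.

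Between the time points 16940 transcripts were called, of which 16494 are in none of the paper's lists; the paper reports the separation of the time points in its MDS plot only. Of 100 splits that exchanged the time points within plots, 1 split, the real one, gave as many calls, and the largest other count was 9956. Season, leaf age and days of treatment change together with the time point, as would any difference between the sampling days in handling, so no biological explanation was tested.

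A single transcript, c78052_g1, took up to 37.456% of the reads of a library (eCeT replicate 4 at time point B), and the paper does not discuss it. Its share was higher in rings 3 and 4 than in rings 1 and 2, at 14.3% against 7.02% at time point A (in 3 of 4 treatments; exact permutation test, p = 0.0386) and 25.3% against 12.6% at time point B (in 4 of 4 treatments; exact permutation test, p = 0.00463). Both tests were chosen after the shares were seen. The files give neither its sequence nor a name, so whether it is a leaf transcript, rRNA or from another organism was not tested.

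At time point B limma called 947 transcripts over all treatments between rings 1 and 2 and rings 3 and 4 (417 higher, 530 lower), a comparison the paper does not make. Chance cannot be excluded for it. This pairing of rings was picked because it stood out in the same libraries, so the count of other splits within treatments (1 of 100 splits as large, the next at 604) repeats what prompted it. The same pairing called 151 transcripts at time point A. The other pairings of rings called 0 in limma at either time point, with 1205 to 2521 transcripts at an unadjusted p under 0.05. Abundant transcripts are argued against as the cause: with each library's 10 largest left out of the library size, 90.9% of the calls were kept. Whether the treatments share the difference stays open: of the 500 transcripts with the smallest p in C and eC, 82.8% had the same sign in eT and eCeT, but 4 of 36 arrangements gave as large a share (one-sided exact test, p = 0.111). A difference between parts of the field and a difference in handling of the samples cannot be told apart. The labels number the plots of rings 1 and 2 from 1 to 8 and those of rings 3 and 4 from 9 to 16, so place in the field or order of handling could each follow the rings, and they give no positions and no batch.

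Values of 104 groups of 4 plots were screened for a plot far from the other 3, and 7 stood out, where chance gives about 1 in 20 groups, or 5.2. Among the libraries, C replicate 2 at time point A had an effective library size of 1.3019 times its reads, against 1.05 to 1.09 in the other C plots. Leaving it out lowered the number of eCeT DEG at time point A from 549 to 13. Its share of reads on the 10 largest transcripts, 13.8%, was within the range of other libraries. In the mean of the 549 DEG signed by their change it lay farthest from eCeT, at -1.071, against -0.703 to -0.580 in the other C plots. That mean was taken over DEG chosen with this library, so it tests nothing about the cause. The other 6 are single transcripts at time point B. In eC replicate 1 the log2 value of c72426_g1 was 0.4693 (the other plots 1.25 to 1.31) and that of c77441_g1 was 2.3192 (2.94 to 3.07). In eC replicate 4 that of c77009_g3 was 4.3032 (2.32 to 2.65). In eT replicate 1 that of c92877_g1 was 8.9082 (8.18 to 8.27) and that of c77009_g3 was 3.3718 (4.30 to 4.41). In C replicate 3 that of c80866_g1 was -2.6380 (-0.82 to -0.51), which is 1 read. No biological explanation was tested for them, and their number is close to that from chance.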

How the results depend on the processing

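The alternatives chosen only after the data were seen are voom on the recovered reads, 5 reads added, no TMM scaling, FPKM with pseudocounts of 0.1 and 0.01, and the first 2 MDS dimensions; all others were set before the data were examined. Except where noted, the cause was not tested. The counts of DEG depend strongly on the processing: of 227 alternatives for a reported count above 0, 90 stayed within 1.5 times that count and 137 did not. Of 219 alternatives for a reported count of 0 in limma, 197 also gave 0. Of 52 alternatives for separation, 50 kept their side of 0.05. Of 38 for spread, 27 did and 5 reversed, and of 150 module medians 142 moved by less than the SD between plots. Of 437 for named transcripts, 268 kept their call and none reversed. The separation of the time points and of the warmed plots, the interaction at time point B and the difference of the eCeT effect kept their result under every alternative.

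FPKM table: eT 2 and eCeT 47 DEG at time point A, eC 1, eT 4 and eCeT 7 at time point B, warming 425 and 0, [CO2] 0 at time point B, 3 of the 9 transcripts the paper names, module 3 median -1.19 and module 5 median 1.53. FPKM with pseudocount 0.1: eT 4 and eCeT 8 at time point A, eT 0 and eCeT 1 at time point B, warming 332 and 0, interaction 1, eCeT against eT 5, [CO2] 0 at time point B, 1 named, spread of eC -33.7 (exact permutation test, p = 0.0286). FPKM with pseudocount 0.01: eC 9, eT 2 and eCeT 6 at time point A, eC 2, eT 0 and eCeT 4 at time point B, warming 206 and 1, [CO2] 1 and 0, interaction 3, eCeT against eT 6, time points 11154, 1 named. Spread of C was not computed on FPKM, where 2 libraries are left at time point B. At time point A the FPKM table lacks C replicate 4.

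An adjusted p under 0.05: eT 0 and eCeT 180 at time point A, eT 1 and eCeT 41 at time point B, warming 642 and 5, [CO2] 0 at time point B, of the paper's lists 180 and 38; the stricter threshold is the cause. Mean of at least 1 CPM: eT 60 at time point A and eCeT 191 at time point B, with 27255 transcripts tested. Quantile normalization: eT 52 at time point A and 18 at time point B, warming 28 and [CO2] 1 at time point B, spread of eCeT up by 1.30, not past 0.05. Median centring: eT 31 at time point A, eC 1, eT 12, eCeT 536 and [CO2] 1 at time point B; it shifted the median change of all transcripts by 0.114 in eC at time point B and by 0.174 in the difference of the eCeT effect.

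limma without trend: eT 0 and eCeT 267 at time point A, eT 1 and eCeT 24 at time point B, warming 953 and 0, [CO2] 0 at time point B, 5 named. Robust empirical Bayes: eT 3 and [CO2] 1 at time point B. Array weights: eT 0 and eCeT 1050 at time point A, eT 24, eCeT 533, warming 461, [CO2] 6 and eCeT against eT 177 at time point B. Voom on recovered reads: eT 0 at time point A, eT 2, eCeT 71, warming 2 and [CO2] 0 at time point B. With 5 reads added: eT 135 at time point A (88 higher, 47 lower), eCeT 78 at time point B, interaction 1 at time point A, module medians -1.39 and 1.39; added reads shrink changes of low counts by construction. No TMM scaling: eT 452 and eCeT 100 at time point A, eC 1 and eCeT 9 at time point B (6 higher, 3 lower), warming 452 and 4, [CO2] 1 at time point B, 5 named.

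Only the 2 groups compared: eT 0 at time point A, eCeT 2 at time point B, 4 named. Only the 16 libraries of the time point: eCeT 318 at time point A, eT 0 and eCeT 17 at time point B, [CO2] 1 and 0, warming 5 at time point B, 5 named. Both leave fewer libraries to estimate the variance. Replicate block: eT 163 at time point A, eC 2 and eCeT 218 at time point B, [CO2] 2 at time point A, warming 43 at time point B. Treatment separation was 29.7% of the distances left after the block at time point B (permutation test, p = 0.00389). After removing group means, libraries with the same number in 2 treatments correlated at a median of 0.038 at time point A (2 of 24 pairs over 0.1) and 0.098 at time point B (12 of 24), so not every pair deviates together and the number was not taken as a pairing, although at time point B many pairs do and the ring accounts for part of the distances. With 500 most variable transcripts the spread of eC rose by 4.51 (exact permutation test, p = 0.429) and that of eT fell by 5.57, a change of -5.57 (exact permutation test, p = 0.0571). In the first 2 MDS dimensions that of eC rose by 10.2 (exact permutation test, p = 0.6).

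With each library left out, the DEG ranged at time point A from 0 to 3 (eC), 0 (without C replicate 2) to 305 (without eT replicate 2, eT) and 13 (without C replicate 2) to 698 (without C replicate 1, eCeT). At time point B they ranged from 0 to 7 (without C replicate 2, eC), 1 (without C replicate 3) to 17 (without C replicate 2, eT) and 16 (without eCeT replicate 4) to 782 (without eCeT replicate 3, eCeT). Warming ranged from 750 (without eT replicate 3) to 1966 and from 0 (without eT replicate 3) to 296 (without eCeT replicate 3), [CO2] from 0 to 0 and 0 to 3, and the interaction from 0 to 2 (without eC replicate 4) and 0 to 0. eCeT against eT ranged from 0 to 1 and 0 to 10 (without eCeT replicate 4), and the time points from 15496 to 16999. Treatment separation ranged from 29.2% (without replicate 3; permutation test, p = 0.109) to 30.9% and from 27.8% to 30.3%. Spread changes ranged from -2.90 (without replicate 3) to 17.2 in C, -20.5 to -14.1 in eC, -30.0 to -16.1 in eT and -15.7 to -3.14 in eCeT. In C the change was -0.63 without replicate 1. With 3 plots against 3 the exact permutation test cannot go below p = 0.1. Module 3 ranged from -2.26 to -1.76, module 5 from 1.89 to 2.39, and the named transcripts called from 4 (without eCeT replicate 1) to 7.

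Not run: DESeq2, planned only for a deposited table of counts; GO categories, since the annotation covers the DEG only; and a log2 table without filter, which the authors had filtered already. Small changes were often missed: in simulated data limma recovered 28% of 2-fold changes. Depth was not varied in that simulation, so it cannot be told from the variance between plots or their number as the cause.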

Differences from the paper's values

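The alternatives named here as chosen after the values were seen are voom on the recovered reads, 5 reads added, and FPKM with pseudocounts of 0.1 and 0.01. Each count was compared under 20 alternatives set before the data were examined and 5 added later.

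For eT against C at time point A the paper has 3 DEG and the value here was 19. Of the alternatives set before, the FPKM table (2) came within 1.5 times the paper's count and the other 19 did not. FPKM with a pseudocount of 0.1 (4) and 0.01 (2), chosen after the values were seen, also did. Voom called 0, with a smallest adjusted p of 0.117. For eT at time point B the paper has 2 and the value here was 7. Robust moderation (3) came within 1.5 times, the other 19 set before did not, and voom (2), chosen after the values were seen, did.

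For eCeT at time point B the paper has 71 DEG and the value here was 121. Robust moderation (102) came within 1.5 times, the other 19 did not, and voom (71) and 5 reads added (78), both chosen after the values were seen, did. The paper has 57 rising there and the value here was 104; none of the 20 came within 1.5 times, and voom (57) and 5 reads added (67), both chosen after the values were seen, did. At an adjusted p under 0.05 the paper has 11 and the value here was 41; none of the 20 closed this, and voom (11), chosen after the values were seen, did.

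For eCeT at time point A the paper's list has 259 rising DEG and the value here was 171. A mean of at least 1 CPM (211), array weights (371), only the 2 groups compared (188), the replicate block (252) and leaving out C replicate 1 (285) came within 1.5 times, and the other 15 did not. Voom (259) and 5 reads added (225), both chosen after the values were seen, also did. Voom is the method that the paper's methods name. On the recovered reads it called all 666 and 71 transcripts of the paper's lists and no others, dropping 0, with log2 fold changes within 3.6e-07 of the paper's.

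The paper's total of 635,649,777 reads and the 364353655 here are different measures: the former are the reads sequenced, the latter the reads assigned to the transcripts of the log2 table. No alternative applies.

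The paper describes more variability within C and eC at time point B. In C the distance to the centroid was higher by 5.83 (exact permutation test, p = 0.457), and in eC it was lower by 18.6, a change of -18.6 (exact permutation test, p = 0.114). With the 500 most variable transcripts eC was higher by 4.51, and in the first 2 MDS dimensions, chosen after the values were seen, by 10.2. The paper lists c86560_g1 as a DEG at time point A; its adjusted p here was 0.123, and voom, array weights and 5 reads added called it. In 10 of 139 transcripts Supplemental File 1 gives the opposite sign to Supplemental File 2, and all 10 had the sign of the latter here.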

Other observations

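The tests of the exchanged labels below concern patterns that were noticed in these data. The test on eC replicate 4 and eCeT replicate 3 was written after the values it draws on had been seen, and the other tests before their own result.

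For each contrast the libraries were also split in other ways. For eCeT against C at time point A, 1 of 35 splits, the real one, gave as many calls, and the largest other count was 26. This argues against chance, although it is the smallest share that 35 splits allow. No adjustment was made for the number of contrasts. For eT against C at time point B it was also 1 of 35 splits, and for the warming main effect at time point B 2 of 100 splits. Chance cannot be excluded for eCeT against C at time point B, where 4 of 35 splits gave as many calls or more, or for eT against C at time point A, where 3 of 35 splits did. Nor can it be excluded for the 2 calls of the [CO2] main effect at time point B (6 of 100 splits). Where the real count was 0, every split gives as many calls or more by definition, so the splits test nothing. This holds for eC and for eCeT against eT at each time point (35 of 35 splits). It also holds for the [CO2] main effect at time point A and the interaction at each time point (100 of 100 splits). The difference of the eCeT effect between the time points is a further case (100 of 100 splits). Their median count over the other splits was 0. The largest was 7 and 557 for eC at time points A and B, and 7012 for the difference of the eCeT effect. These contrasts gave 0 calls in limma and in voom. At an unadjusted p under 0.05 they had 3097 and 2553 transcripts for eC, 2239 and 2041 for eCeT against eT, 2964 for [CO2], 2254 and 2079 for the interaction and 2333 for the difference.

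With each library's 10 largest transcripts taken out of the library size and no TMM scaling, eCeT against C at time point B gave 55 calls and kept 50 of the 121 (41.32%), while at time point A it gave 945 and kept 503 of the 549 (91.62%). With every library thinned to 6148491 reads, 76 of the 121 and 321 of the 549 were kept.

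The eCeT response of time point A was seen again at time point B. Of its 549 DEG, 83.8% changed in the same direction there. In 1 of 35 splits of the 8 plots, the real one, the share was as large (one-sided exact test, p = 0.0286), and the largest other share was 76.0%. A response to eCeT that lasted to time point B (50 days as labelled, with its month given as June or July) is a candidate explanation. A lasting difference between the plots themselves that happens to follow the treatments stays open, because the same plots were sampled at both time points and plots keep signals of their own (the own plot was the nearest in 11 of 16).

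Among the 35 splits for eCeT against C at time point B, the largest count, 1529, came from exchanging C replicate 1 with eCeT replicate 3, then 331 from exchanging C replicate 2 with eCeT replicate 3, and 297 from setting rings 1 and 2 against rings 3 and 4. Within the ring numbers as a replicate block the real split gave 218. An exchange of C replicate 1 and eCeT replicate 3 by mislabelling would put C replicate 1 among the eCeT plots in the mean of the DEG of time point A, signed by their change there. This mean at time point B was -0.311 in C replicate 1, against -0.345 to -0.096 in the other C plots, and 0.323, 0.336 and 0.473 in eCeT replicates 1, 2 and 4. That argues against the exchange.

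In the same mean, eCeT replicate 3 at time point B lay among the unwarmed plots, at -0.181, and eC replicate 4 among the warmed ones, at 0.431, against -0.209 to -0.031 in the other eC plots. Exchanging these 2 libraries gave 1080 calls for warming at time point B, the most of 64 exchanges of 1 unwarmed and 1 warmed library (the next gave 377). A label exchange was tested with transcripts that tell plots apart. Over these, the correlation of each library with its own plot at time point A was 0.481 for eC replicate 4 and 0.382 for eCeT replicate 3, against -0.046 and 0.100 with the plot of the other. In both the own plot was the nearest of 16, as in 11 of the 16 plots. This argues against exchanged labels, although the values are deviations from means of the groups as labelled. Leaving out eCeT replicate 3 raised the calls for eCeT at time point B from 121 to 782 and for warming from 18 to 296, and leaving out eC replicate 4 raised the latter to 122. What sets these plots apart at time point B stays open.

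Over all libraries of time point A the ring number accounted for 20.5% of the squared distances (permutation test with 100000 resamples, p = 0.313), and at time point B for 24.2% (permutation test, p = 0.0147).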
